# Mechanisms of far-red light-mediated dampening of defense against *Botrytis cinerea* in tomato leaves

**DOI:** 10.1093/plphys/kiab354

**Published:** 2021-07-24

**Authors:** Sarah Courbier, Basten L Snoek, Kaisa Kajala, Linge Li, Saskia C M van Wees, Ronald Pierik

## Abstract

Plants detect neighboring competitors through a decrease in the ratio between red and far-red light (R:FR). This decreased R:FR is perceived by phytochrome photoreceptors and triggers shade avoidance responses such as shoot elongation and upward leaf movement (hyponasty). In addition to promoting elongation growth, low R:FR perception enhances plant susceptibility to pathogens: the growth–defense tradeoff. Although increased susceptibility in low R:FR has been studied for over a decade, the associated timing of molecular events is still unknown. Here, we studied the chronology of FR-induced susceptibility events in tomato (*Solanum lycopersicum*) plants pre-exposed to either white light (WL) or WL supplemented with FR light (WL+FR) prior to inoculation with the necrotrophic fungus *Botrytis cinerea* (*B.c.*). We monitored the leaf transcriptional changes over a 30-h time course upon infection and followed up with functional studies to identify mechanisms. We found that FR-induced susceptibility in tomato is linked to a general dampening of *B.c.-*responsive gene expression, and a delay in both pathogen recognition and jasmonic acid-mediated defense gene expression. In addition, we found that the supplemental FR-induced ethylene emissions affected plant immune responses under the WL+FR condition. This study improves our understanding of the growth–immunity tradeoff, while simultaneously providing leads to improve tomato resistance against pathogens in dense cropping systems.

## Introduction

Plants need sufficient light capture to sustain their photoautotrophic growth. At high planting densities, leaves grow closely and even overlap. This results in reduced light availability and changes in light quality due to preferential absorption of red (R, 600–700 nm) and blue light (B, 400–500 nm) and the reflection of far-red light (FR, ∼750 nm) toward neighboring plants in the canopy. Changes in the red: far-red ratio (R:FR) are sensed by a specialized family of photo-convertible photoreceptors known as phytochromes where phytochrome B (phyB) plays the major role in Arabidopsis (*Arabidopsis thaliana*; Franklin, 2008). A decrease of R:FR promotes the conversion of phyB from its active (Pfr) into its inactive (Pr) form. The photoinhibition of phyB by FR-enriched light leads to the release of PIF (PHYTOCHROME-INTERACTING FACTORS) transcription factors, which subsequently bind G and E boxes in the promoters of target genes to initiate shade avoidance-associated gene expression (Franklin, 2008; Lorrain et al., 2008; Franklin and Quail, 2010; Casal, 2013). PIF target genes are associated with auxin homeostasis and cell wall remodeling to control growth (Hornitschek et al., 2012; Li et al., 2012; Pedmale et al., 2016). Also, auxin biosynthesis and transport allow for coordination of growth responses across an organ or even the entire organism in response to heterogeneous light conditions (Kohnen et al., 2016; Pantazopoulou et al., 2017; Küpers et al., 2018). Low R:FR also promotes gibberellin (GA) biosynthesis via the induction of the GA biosynthesis genes *GA20ox and GA3ox* (reviewed in Ballaré and Pierik, 2017). GA binding to GIBBERELLIN INSENSITIVE DWARF1 (GID1) receptors initiates the ubiquitination and subsequent degradation of the negative growth regulators, DELLAs. Together, this results in PIF-mediated growth responses associated with rapid hypocotyl and petiole elongation as well as increased leaf angles (hyponasty) in Arabidopsis, characterized as the shade avoidance syndrome (SAS; Franklin, 2008; Casal, 2012).

Plant responses to (a)biotic stresses are also affected by low R:FR (Ballaré and Pierik, 2017; Courbier and Pierik, 2019). In Arabidopsis, additional FR radiation has been shown to enhance plant susceptibility toward an array of pathogens showing a strong interplay between light and defense signaling pathways. Low R:FR conditions negatively affect both salicylic acid (SA) and jasmonic acid (JA)-responsive gene expression, which are crucial hormonal pathways that induce downstream defense responses toward plant resistance (De Wit et al., 2013). Interplay between JA and the growth promoting hormone GA plays a role in compromised plant resistance in low R:FR conditions and this occurs, at least partly, via interaction between growth-inhibiting DELLA proteins and defense-suppressing JASMONATE-ZIM DOMAIN (JAZ) proteins. The low R:FR-induced increase in bioactive GA leads to reduced DELLA levels, thus releasing JAZ proteins that can suppress defense (Hou et al., 2010; Cerrudo et al., 2012; Yang et al., 2012). Low R:FR-induced downregulation of JA-mediated defense is further associated with an increased stability of JAZ10 (Leone et al., 2014; Cerrudo et al., 2017), and a decrease in bioactive JA levels in Arabidopsis (Fernández-Milmanda et al., 2020). These observations that low R:FR perception lead to growth promotion at the expense of defense responses is known as an integral part of the “growth-defense tradeoff”, which was originally thought to result from passive sink–source interactions and is now known to involve fine-tuned molecular control mechanisms in the plant (Campos et al., 2016; Ballaré and Austin, 2019; Major et al., 2020).

Light-dependent modulation of growth and susceptibility has mainly been studied in Arabidopsis, but has been less studied in other species, including tomato (*Solanum lycopersicum*). Low R:FR reduces tomato defenses against chewing and piercing insects (Izaguirre et al., 2006) and tomato *phyB1phyB2* double mutants exhibit increased leaf damage caused by *Mamestra brassicae* caterpillars compared to wild-type plants (Cortés et al., 2016). Interestingly, indirect defense responses are also promoted by phyB inactivation in tomato: a changed JA-regulated pool of volatile organic compounds attracted more *Macrolophus pygmaeus* predatory insects (Cortés et al., 2016). We observed recently that supplemental FR not only repressed resistance against herbivorous insects, but also against the necrotrophic pathogen *Botrytis cinerea* (*B.c.*) (Ji et al., 2019; Courbier et al., 2020). In fruiting tomato plants, supplemental FR has been shown to enhance growth, fruit set and dry mass partitioning toward tomato fruits while it also promoted foliar *B.c.* lesion development (Ji et al., 2019). We also recently demonstrated that supplemental FR leads to an increase in soluble sugars in tomato leaves responsible for increased lesion development induced by *B.c.* (Courbier et al., 2020). Nevertheless, little is known still about the timing of events involved in the supplemental FR–pathogen interaction and the associated transcriptome reprogramming.

*Botrytis cinerea* is one of the most destructive pathogens worldwide (Dean et al., 2012) and various transcriptome analyses have been performed on the Arabidopsis–*B.c.* pathosystem on both host and pathogen (Windram et al., 2012; Zhang et al., 2019; Soltis et al., 2020). Here, we aimed to unravel the effect of supplemental FR on the timing of hormonal and metabolic pathway transcriptional induction during *B.c.* infection of susceptible tomato plants that are often cultivated in dense stands. We performed a transcriptome analysis of a 30-h infection time course following a FR pretreatment to describe temporal changes of tomato in response to *B.c.* after a supplemental FR exposure. Our data show that supplemental FR pretreatment leads to a delay in *B.c.*-induced defense activation, by altering JA and possibly ethylene-dependent pathways. The transcriptome analysis highlighted a set of six *PROTEINASE INHIBITOR* (*PI*) genes that are induced only in WL-treated samples. Using these likely defense-associated genes as markers, we further resolved the roles of JA and ethylene in FR-induced susceptibility in tomato.

## Results

### FR-enriched light promotes shoot elongation and susceptibility toward *B.c.*

To investigate the morphological changes induced by FR light enrichment (WL+FR), 4-week-old intact tomato plants were exposed to either WL or WL+FR (Supplemental Figure S1) for 5 d and several growth parameters were recorded daily. Upon WL+FR exposure, plants exhibit a strong stem elongation compared to WL conditions (Figure 1, A and B). Although petiole length also increased upon WL+FR exposure (Figure 1C), plants did not show a hyponastic (upward leaf movement) response, a typical shade avoidance response in Arabidopsis (Pantazopoulou et al., 2017), but remained constant while the WL-treated plants exhibited some epinastic (downward) leaf movement over time (Figure 1D), probably because of leaf aging. In addition, tomato plants showed an increased lamina area and dry weight but no difference in specific leaf area (Supplemental Figure S2). Even though the leaf area increases slightly, the leaf thickness remained unchanged for leaves already formed before the start of the WL+FR treatment (leaf 3) while leaves that developed under WL+FR conditions (leaf 4) were slightly thinner than the WL control (Supplemental Figure S2A; Figure 1E). As leaf thickness could distort lesion area measurements, we focused our study on the third oldest leaf (leaf 3), which did not display changes in thickness. Then, we investigated the effect of FR supplementation applied before and/or during interaction with *B.c.* (Figure 2). The light pretreatment with WL or WL+FR was performed on whole plants before the first lateral leaflets from the third oldest leaf (leaf 3) were detached and inoculated with *B.c.* spores. Detached leaflets were chosen over whole plants to allow for inoculating a single leaflet multiple times, to optimize light capture and to keep high humidity during the inoculation to maximize disease success. The lesion area induced by the fungus was clearly larger on plants pretreated for 5 d with WL+FR before inoculation compared to WL-pretreated plants irrespective of the light treatment applied after inoculation (Figure 2). Although we used a standard bioassay on excised leaflets, we obtained similar findings in intact, whole plant systems (Supplemental Figure S3). Larger lesion size was associated with an increase in *B.c.* genomic DNA content in WL+FR-treated leaf tissue showing a positive effect of FR supplementation on *B.c.* growth in planta (Supplemental Figure S4A). We confirmed this in vitro by showing that *B.c.* mycelium biomass was increased by approximately 30% by WL+FR, even though the mycelium diameter on these plates remained unchanged (Supplemental Figure S4, B and C). Altogether, our results show that WL+FR exposure of tomato plants elicits strong tomato phenotype changes and enhanced performance of *B.c.* on these plants. As the outcome of the infection was not influenced by the light quality applied after inoculation, we conclude that a WL+FR pretreatment alters subsequent plant responses to *B.c.* and promotes its development in infected plant tissue.

**Figure 1:**
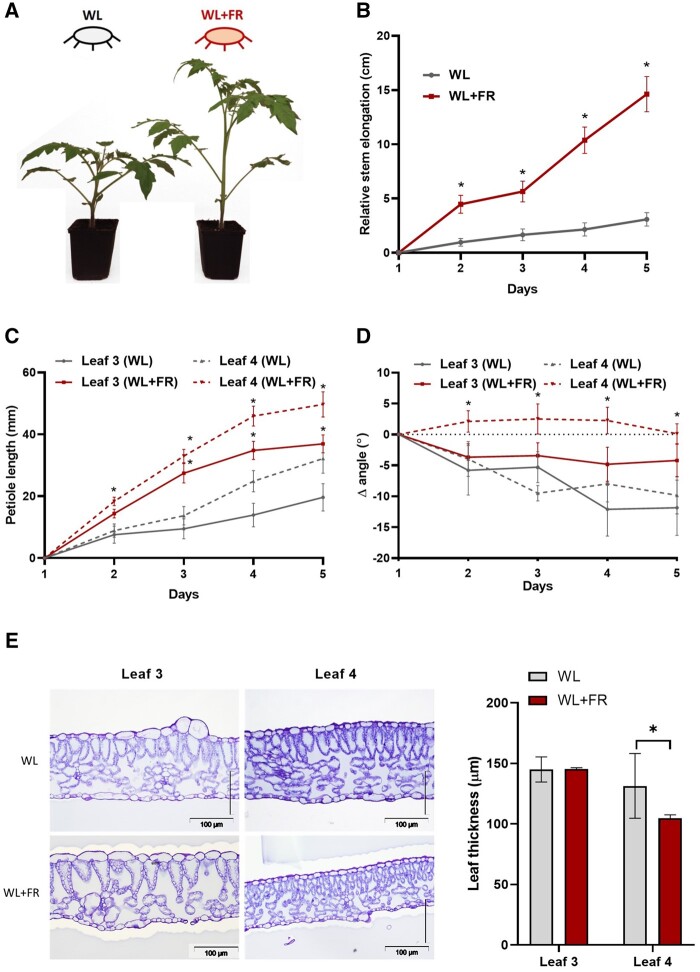
Supplemental FR light induces architectural changes in intact tomato plants. A, Four-week-old tomato plants photographed after 5 d in WL or WL+FR conditions. Stem elongation (B), petiole length (C), as well as leaf angle of the third (leaf 3) and fourth (leaf 4) oldest leaf (D) were recorded every day (ZT = 3). E, Thickness measurements performed on tomato leaflets exposed to either WL or WL+FR for 5 d. Measurements were performed on leaflets originating from a pre-existing leaf (leaf 3) prior to the start of the light treatment or newly formed (leaf 4) during the 5-d light treatment. Data show mean ±sem (Standard error of the mean) and asterisks represent significant differences between WL and WL+FR-exposed plants (and for leaf 3 and leaf 4 independently [C and D]) according to Student’s *t* test per timepoint (*P* < 0.05), *n* = 4–10.

**Figure 2:**
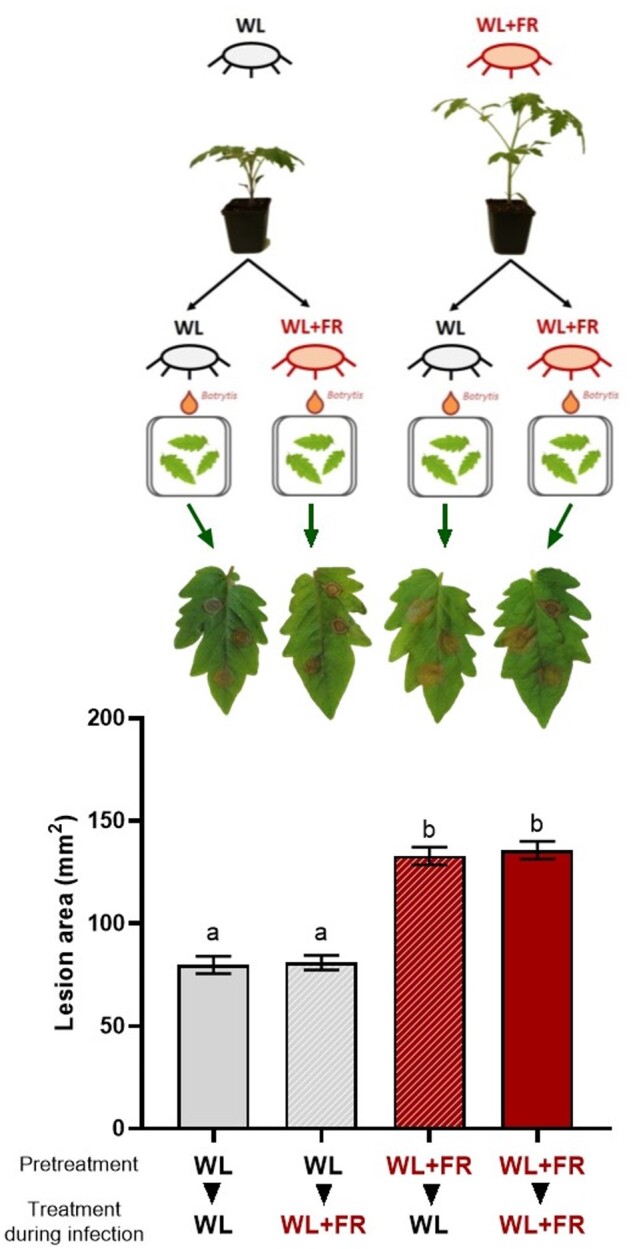
Supplemental FR light enhances tomato susceptibility toward *B.c.*. Leaflets originating from the third oldest leaf (leaf 3) of 4-week-old tomato plants were exposed to WL or WL+FR conditions for 5 d (pretreatment) prior to being detached, and drop-inoculated with *B.c.* spores. Inoculated detached leaflets were incubated in either WL or WL+FR for 3 d (treatment during infection). Images of the plants and leaves were digitally extracted for visual comparison. Plotted data represent the lesion area measured on the leaflets at 3 dpi. Data show mean ± sem and different letters represent significant differences between treatments according to analysis of variance (ANOVA), Tukey’s post hoc test (*P* < 0.05), *n* = 7–8 plants per treatment.

### Gene expression dynamics are affected by supplemental FR and *B.c.*

We aimed to understand the mechanisms underlying this WL+FR-induced susceptibility in tomato by investigating the associated transcriptome responses. Expression data were obtained from leaf tissue (originating from leaf 3) pre-exposed to WL or WL+FR prior to inoculation with *B.c.* spores or with a mock solution on detached leaflets (Figure 3A). During the infection, all detached leaflets were placed under WL conditions, excluding direct growth-promoting effects of FR on *B.c.* itself (Supplemental Figure S4, B and C), and thus allowing us to study the plant responses specifically. The experiment consisted of 95 samples collected over two pretreatments performed on intact plants (WL and WL+FR light), two treatments performed on detached leaflets (mock versus infection with *B.c.*), six time points and three to four replicates per sample (Figure 3A;Supplemental Data Set S1). 

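RNA was sequenced from leaflets of the third leaf, as single reads of 75 nt from libraries that were not strand specific. The 95 libraries formed 24 groups, with the 4 combinations of pretreatment and inoculation (WL mock, WL *B.c.*, WL+FR mock and WL+FR *B.c.*) at each of 0, 6, 12, 18, 24 and 30 hpi. Each group held 4 libraries, except WL+FR *B.c.* at 6 hpi with 3. The authors mapped the reads with STAR to what the supplement calls the tomato reference transcriptome SL3.0 with the ITAG3.20 annotation, and counted them per gene with HTSeq-count. They deposited the raw counts of 35768 genes, and the same counts divided by 1 DESeq size factor per library. Of these genes, 28370 had a count in at least 1 library. The counts assigned to genes ran from 888887 to 3120383 per library, with a median of 2157896. The medians were 2248021.5 for the 24 WL mock libraries (888887 to 3086338) and 2119142 for the 24 WL *B.c.* libraries (965932 to 2540427). They were 2224765.5 for the 24 WL+FR mock libraries (956653 to 3120383) and 2075692 for the 23 WL+FR *B.c.* libraries (1133632 to 2660242). The paper's supplement gives a minimum of 3000000 mapped reads per library, and every value here uses the counts assigned to genes. A library held between 11400 and 22119 genes with a count, with a median of 21319. The lowest number came from WL *B.c.* replicate 3 at 6 hpi, which was kept.
Differential expression was tested on the raw counts with the quasi-likelihood test of edgeR, in a separate fit for each time point. Libraries were scaled with edgeR's TMM method, and its filter on low counts left 15147 genes at 0 hpi, 16657 at 6 hpi, 16709 at 12 hpi, 16429 at 18 hpi, 16822 at 24 hpi and 16554 at 30 hpi. The model held the 4 groups and, following the paper's own model, the replicate number as an additive term. Genes were called at a Benjamini-Hochberg adjusted p below 0.05. Expression per group is given as CPM after TMM scaling, as mean ± SD, and changes are given as log2 fold changes (log2FC) with their standard error. Reads carried no molecular identifiers, so counting intervals and lower bounds cover counting error only.

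**Figure D1:**
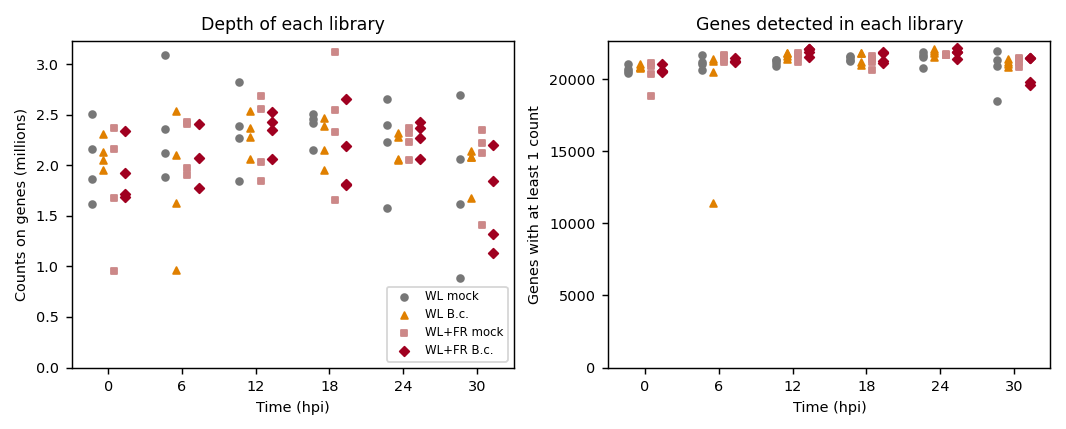
Counts on genes (left) and genes with at least 1 count (right) for each of the 95 libraries against time in hpi, with 1 point per library, colored by group. WL *B.c.* replicate 3 at 6 hpi lies lowest on the right, with 11400 genes.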

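Principal coordinates of the log2 CPM of 19313 genes in all 95 libraries placed 30.5% of the variation on the first axis and 17.4% on the second. In the separate sets of libraries, the first axis held 27.4% for WL, 36.9% for WL+FR, 35.8% for *B.c.* and 35.1% for mock. How much of the variation between the libraries of a time point followed the treatments was measured by a permutational multivariate analysis of variance on Euclidean distances, with 100000 permutations. Light took 20.6% of the variation at 6 hpi (permutation p = 0.00026) and 26.1% at 12 hpi (permutation p = 2e-05). Its share was 10.3% at 0 hpi (permutation p = 0.058), 8.94% at 18 hpi (permutation p = 0.129), 12.1% at 24 hpi (permutation p = 0.0138) and 3.21% at 30 hpi (permutation p = 0.294). Infection took 7.62% at 0 hpi (permutation p = 0.24) and 5.19% at 6 hpi (permutation p = 0.658). From 12 hpi its share was 14.7% (permutation p = 0.004), then 12.2% at 18 hpi (permutation p = 0.0275) and 35.4% at 24 hpi (permutation p = 1e-05, the smallest that these permutations can give). At 30 hpi it reached 56.7% (permutation p = 3e-05). The interaction of light and infection took 14.6% at 12 hpi (permutation p = 0.00392) and between 4.84% and 7.59% elsewhere. The setting that moved these shares most was leaving out WL *B.c.* replicate 3, without which light took 37.3% at 6 hpi.

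**Figure D2:**
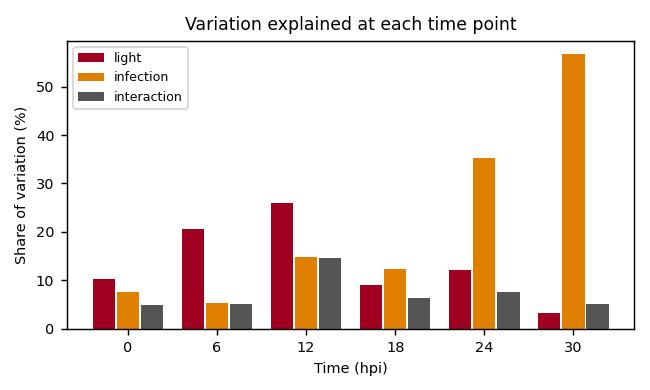
Share of the variation in percent (bars) taken by light, infection and their interaction at each time point in hpi. The light bars are highest at 12 hpi (26.1%) and 6 hpi (20.6%), the infection bars at 30 hpi (56.7%) and 24 hpi (35.4%).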

We first performed a principal coordinate analysis (PCoA) where the mapped reads segregated according to the light treatment at 6 and 12 hpi and the effect of the infection became visible at the later timepoint (24 and 30 hpi; Figure 3B). These dynamics also reflected the number of differentially expressed genes (DEGs) where thousands of genes were modulated upon WL+FR pre-exposure at 6 and 12 hpi and upon infection at later timepoints (Figure 3, C–E). 

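Between WL+FR mock and WL mock leaflets, edgeR called 1356 genes at 6 hpi (353 up, 1003 down) and 5817 at 12 hpi (2798 up, 3019 down). At 24 hpi it called 266 (205 up, 61 down). At 30 hpi it called 1, Solyc09g082660 (log2FC −6.04), which is named here because it was the only call. At 18 hpi edgeR called 0 genes, with 888 at an unadjusted p below 0.05. DESeq2 called 37 there, and a rerun of the paper's test on log2 of the deposited normalized values plus 1 called 1. After *B.c.*, WL-pretreated leaflets had 2254 calls at 24 hpi (1594 up, 660 down) and 7620 at 30 hpi (3638 up, 3982 down). WL+FR-pretreated leaflets had 1578 at 24 hpi (970 up, 608 down) and 5917 at 30 hpi (3201 up, 2716 down). The choice of test moved the counts most. At 6 hpi the light effect in mock leaflets had 3987 calls with DESeq2 and 57 with the rerun of the paper's test. The paper reports far more there, so the rerun does not reproduce its calls at every time point. The edgeR count of 1356 at 6 hpi also depended on single libraries, since it was 436 without WL+FR mock replicate 4 and 3813 without WL *B.c.* replicate 3. At 24 hpi the light count was 13 without WL mock replicate 1 and 1090 without WL+FR mock replicate 3.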

At 0 hpi, only few genes were modulated by WL+FR exposure (15 up- and 23 downregulated genes), implying that light quality does not extensively influence the tomato transcriptome after an extended period of time but rather upon reexposure to WL after inoculation (Figure 3C). This was further confirmed by reverse transcription quantitative polymerase chain reaction (RT-qPCR) on WL+FR-regulated genes which were induced at the start of the FR enrichment but only slightly after several days (Supplemental Figure S5). 

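At 0 hpi edgeR called 1 of 15147 genes between WL+FR mock and WL mock leaflets, Solyc06g069600, which fell by 4.60 on the log2 scale (adjusted p = 0.0053). It is named because it was the only call, after its value was seen. In all, 772 genes had an unadjusted p below 0.05, and the other tests called 61 genes (DESeq2) and 3 (the rerun of the paper's test on the deposited normalized values). The leaflets collected at 0 hpi with *B.c.* drops form a second set for the same comparison. There 11 genes were called (6 up, 5 down), and Solyc06g069600 again fell (log2FC −4.87). With each library left out in turn, the count in mock leaflets ran from 0 to 25, the highest without WL *B.c.* replicate 1.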

On the contrary, *B.c.*-responsive genes are modulated at later time points, likely resulting from a lag phase between the inoculation and the actual infection of leaf cells (Figure 3, D and E). 

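After WL, *B.c.* inoculation gave 1 call at 0 hpi, Solyc07g042190 (log2FC 2.77), and 2 at 18 hpi, Solyc01g009810 (log2FC 2.31) and Solyc03g114890 (log2FC 2.24). These genes are named because they were the only calls. At 6 hpi edgeR called 0 genes, with 584 at an unadjusted p below 0.05, 31 calls by DESeq2 and 0 by the rerun of the paper's test. After WL+FR, it called 0 genes at 0 hpi (497 at an unadjusted p below 0.05, 5 by DESeq2, 0 by the rerun of the paper's test) and 0 at 6 hpi (235, 20 and 2). Both genes called at 18 hpi after WL also rose at that time after WL+FR, by a log2FC of 2.04 for Solyc01g009810 and 1.95 for Solyc03g114890. The count of 2 at 18 hpi was between 0 and 21 when each library was left out in turn, the highest without WL+FR mock replicate 4. Most of the genes called at 24 hpi were also called at 30 hpi. Of the genes tested at both times after WL, 2222 were called at 24 hpi and 7285 at 30 hpi, 1774 at both, and 1753 of these moved in the same direction. The calls at 12 hpi after WL shared 553 genes with those at 24 hpi, 347 in the same direction, and 1880 with those at 30 hpi, 1005 in the same direction. After WL+FR they shared 47 with 24 hpi, all 47 in the same direction, and 104 with 30 hpi, 94 in the same direction.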

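At 12 hpi the effect of *B.c.* was called for 4003 of 16709 genes after WL (2025 up, 1978 down) and for 168 after WL+FR (136 up, 32 down). At 18 hpi, WL+FR-pretreated leaflets had 68 calls (64 up, 4 down). The difference between the pretreatments itself, the light by infection interaction, was called for 1953 genes at 12 hpi (951 of them up). Leaving out 1 library changed these counts. The 168 calls after WL+FR became 8 without WL+FR *B.c.* replicate 4 and 752 without WL *B.c.* replicate 2, and 10 of the 16 libraries moved them by more than 1.5 times. The 68 calls became 2 without WL+FR mock replicate 1, 2 or 3 or WL+FR *B.c.* replicate 1, and 111 without WL+FR mock replicate 4. The 1953 became 1059 without WL mock replicate 2, 1210 without WL mock replicate 3, 1295 without WL+FR mock replicate 3 and 1151 without WL+FR *B.c.* replicate 4. The rerun of the paper's test on the deposited normalized values called 919 genes after WL, 2 after WL+FR and 807 for the interaction.
Among abundant genes, the largest rise after WL was that of Solyc12g010030, with a log2FC of 5.89 (standard error 1.24, adjusted p = 0.00421). Its expression was 5.37 ± 10.0 CPM in mock and 296 ± 369 CPM in infected leaflets. The largest fall was that of Solyc03g121540, from 1607 ± 661 to 66.6 ± 42.5 CPM (log2FC −4.52, standard error 0.48, adjusted p = 5.61e-05). After WL+FR, Solyc12g009480 rose from 17.9 ± 6.71 to 167 ± 113 CPM (log2FC 3.07, standard error 0.29, adjusted p = 0.000742). Solyc07g042630 fell by 2.03 on the log2 scale (adjusted p = 0.0272), a call that held in 11 of 16 fits with a library left out. Both comparisons at 12 hpi in WL leaflets use the WL mock libraries. Across genes, the light effect in mock and the infection effect after WL had a Pearson's r of 0.820, against 0.497 to 0.538 in simulations of unchanged groups that share these libraries. The simulations drew each gene independently, so their range leaves out deviations that genes of a library share. At 6 hpi r was 0.00119 (simulated 0.408 to 0.444) and at 30 hpi 0.444 (0.513 to 0.548), both below the range. At 24 hpi it was 0.702 (0.481 to 0.522). When each effect took its own pair of WL mock libraries, r was 0.647 to 0.780. Of the 4003 genes, 3246 were also called for light in mock leaflets, 3237 of them in the same direction. The genes called after WL and WL+FR at 12 hpi had 65 in common, 55 in the same direction, and across all genes the 2 infection effects had r = −0.0217. Genes are not independent replicates, so these coefficients carry no p-value.

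**Figure D3:**
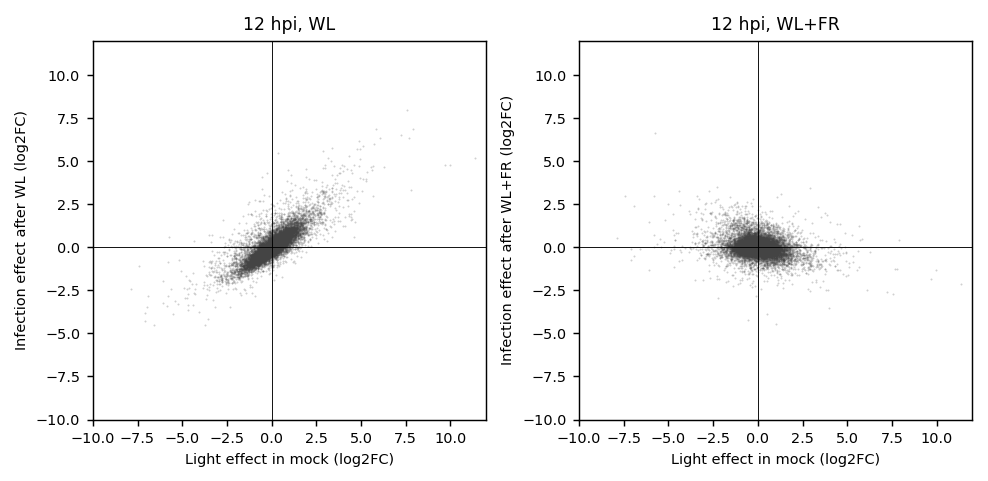
Log2 fold change of each gene at 12 hpi, with the light effect in mock leaflets on the horizontal axes and the infection effect after WL (left) or after WL+FR (right) on the vertical axes; 1 point per gene. The points follow a rising line on the left (r = 0.820) and none of that kind on the right.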

Importantly, *B.c.*-responsive genes are detected from 12 hpi onward in WL-pretreated samples while these are detected only from 24 hpi onward in WL+FR-pretreated samples, suggesting a substantial delay in defense gene activation (Figure 3, D and E, respectively). In addition, many more genes were modulated by *B.c.* in WL-pretreated samples (6,511 DEGs) compared to WL+FR-pretreated samples (2,944 DEGs). 

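Summed over the 6 time points, *B.c.* gave 13880 calls after WL and 7731 after WL+FR, from 10116 and 6292 different genes. Without 12 hpi the sums were 9877 and 7563. DESeq2 gave sums of 14495 and 9022, and the rerun of the paper's test on the deposited normalized values 5140 and 2175. The sums stayed in this order under every test and scaling tried. A gene called in 1 pretreatment alone is not thereby shown to differ between them. At 24 hpi, 890 genes were called in both pretreatments, 886 in the same direction, and at 30 hpi 4681, with 4669 in the same direction.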

Altogether, these observations indicate drastic FR-mediated dampening of the *B.c.*-responsive transcriptome response.

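The size of the response was compared over the genes called for the mean infection effect of both pretreatments, a choice of genes that favors neither. The ratio used is less even, since opposite signs lower it whichever effect is larger. The median ratio of the log2FC after WL+FR to that after WL was 0.354 at 12 hpi (2392 genes), 0.780 at 24 hpi (3774 genes) and 0.852 at 30 hpi (9397 genes). With each library left out in turn it ran from 0.270 to 0.476, from 0.683 to 0.856 and from 0.801 to 0.925. The extremes at 12 hpi came without WL mock replicate 4 and without WL+FR mock replicate 4. Tests of the interaction gave 82 calls at 24 hpi (24 up, 58 down). That count was 504 without WL mock replicate 2 and 9 without WL+FR mock replicate 4, and 15 of the 16 libraries moved it by more than 1.5 times. At 30 hpi edgeR called 0 genes for the interaction, with 1671 at an unadjusted p below 0.05, 129 calls by DESeq2 and 3 by the rerun of the paper's test.
At 24 hpi the largest rise in both pretreatments was that of Solyc04g072280. It had 2 counts in all WL mock libraries together, so its 136 CPM in WL *B.c.* leaflets are 601 times the mock value with a 95% counting interval of 166 to 4971. After WL+FR it rose from 8.14 ± 4.78 to 177 ± 66.4 CPM (log2FC 4.44, standard error 0.35, adjusted p = 7.55e-06). The largest falls were those of Solyc02g080510 after WL (log2FC −2.37, adjusted p = 0.00144) and Solyc03g005770 after WL+FR (log2FC −2.79, adjusted p = 0.00461). At 30 hpi, Solyc01g101190 rose after WL from 0 counts in every mock library to 268 CPM, at least 710-fold above a floor of 3 counts over the mock group. Solyc02g080840 rose after WL+FR from 0 counts to 238 CPM, at least 781-fold on the same floor. Solyc05g045670 fell after WL to 3 counts over the infected group, a mock level 483 times higher with a 95% counting interval of 165 to 2344. Solyc07g065900 fell by 4.06 after WL+FR on the log2 scale (adjusted p = 0.018), a call that held in 13 of 16 fits with a library left out. A set of 1134 genes was called at 30 hpi in both pretreatments with a log2FC above 2 in each. Over these genes, the 4 WL+FR mock libraries of 24 hpi lay 0.34 to 0.75 above the WL mock mean in median log2 CPM. The 4 WL mock libraries lay between −0.11 and 0.18 (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 libraries allow). The same exact permutation test at the other 5 time points gave p from 0.114 to 0.886, and at 12 hpi the WL+FR mock libraries lay at −0.33 to −0.02. Over the same genes the infected libraries of the 2 pretreatments overlapped. At 24 hpi they lay at 1.30 to 1.82 after WL+FR and at 1.51 to 1.60 after WL. At 18 hpi they lay at 0.28 to 0.59 after WL+FR and at 0.13 to 0.52 after WL. In the paper's reading, later onset after WL+FR and more DEGs after WL point to drastic dampening of the transcriptome response to *B.c.* by FR.

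**Figure D4:**
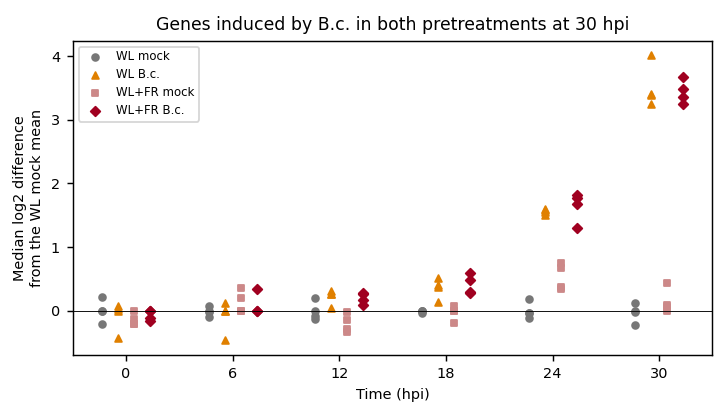
Median log2 difference from the WL mock mean of the same time point against time in hpi, with 1 point per library, colored by group. The 1134 genes were called at 30 hpi in both pretreatments and passed the cut on log2FC given in the text. Infected libraries of both pretreatments stand above mock ones at 18, 24 and 30 hpi, and the 4 WL+FR mock libraries of 24 hpi lie at 0.34 to 0.75.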

**Figure 3:**
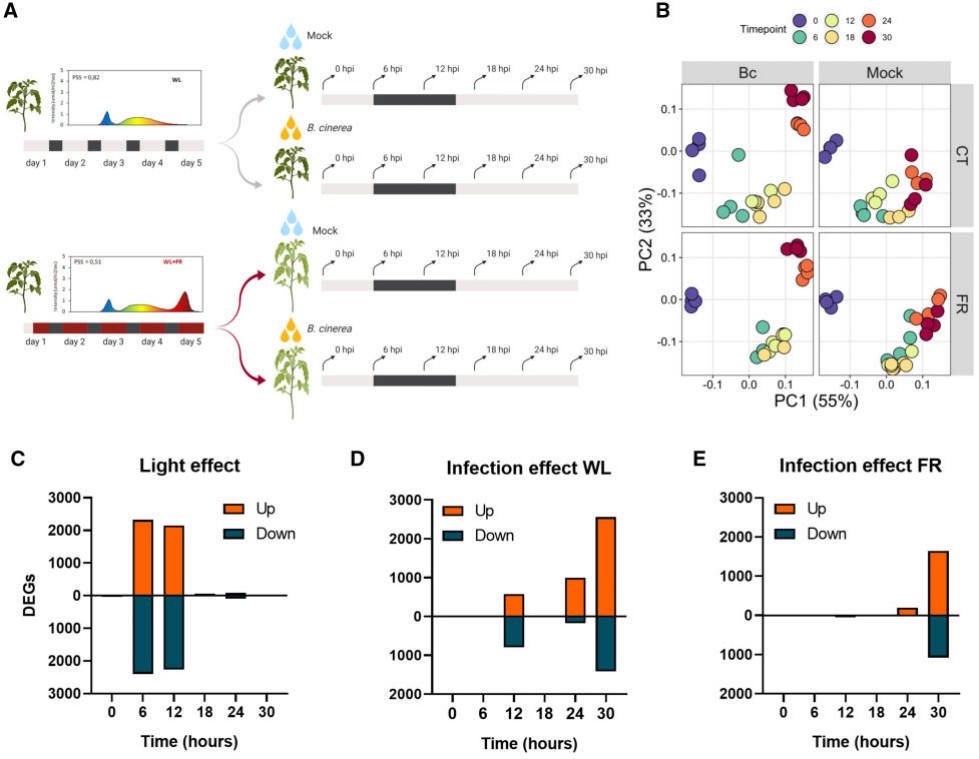
Responses to light and infection are not simultaneous and differ under WL+FR compared to WL conditions. A, Experimental set up and harvest time points for the time series of *B.c.* infection on tomato leaflets of WL- or WL+FR-pretreated plants. Four-week-old intact tomato plants exposed for 5 d in either the WL (gray) or WL+FR (red) condition prior to being detached and drop-inoculated with *B.c.* or treated with mock solution. Spectra represent the light background used as pretreatment light conditions. The dark gray area represents an 8-h dark period. After 5 d of light pretreatment, leaflets were detached and drop-inoculated with *B.c.* spores or a mock solution as a control and harvested at 0, 6, 12, 18, 24, and 30 hpi (hours post inoculation) represented by the arrows. The infected detached leaflets were incubated in WL conditions until harvested. B, Visualization of the variation in gene expression by PCoA. The analysis was separated per treatment namely WL, WL+FR, *B.c.* and Mock conditions. Different colors represent the different timepoints and each dot corresponds to a replicate (0, 6, 12, 18, 24, 30 hpi). C–E DEGs through time indicating upregulated (orange) and downregulated (dark blue) DEGs by comparing mock-treated samples in WL+FR compared to WL (C), *B.c.*-infected samples compared to mock samples after a WL (D) or WL+FR pretreatment (E) based on the Benjamini and Hochberg method for multiple testing adjusted *P* < 0.05.

### Light impacts gene expression at early timepoints

To investigate the direct effect of light quality on gene expression over time, we selected DEGs affected by the WL+FR pre-exposure in the absence of the pathogen. 

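In mock-treated leaflets, the most changed abundant genes at 6 hpi were Solyc02g062390 and Solyc03g020080. The first had 2 counts in all WL mock libraries and 413 times that level in WL+FR mock, with a 95% counting interval of 114 to 3418. Its call (adjusted p = 0.0454) held in 6 of 15 fits with a library left out, and its level varied between WL+FR libraries (109 ± 208 CPM). Solyc03g020080 fell from 278 ± 274 to 2.20 ± 2.12 CPM (log2FC −6.81, standard error 1.13, adjusted p = 0.00629), and in infected leaflets (log2FC −5.74, adjusted p = 0.0378), where the call held in 5 of 15 fits with a library left out. At 12 hpi, Solyc06g068130 had 0 counts in WL mock and 161 ± 165 CPM in WL+FR mock, at least 433-fold more than 3 counts over the group. Solyc06g066420 fell from 121 ± 52.9 to 0.890 ± 1.07 CPM (log2FC −7.10, standard error 0.43, adjusted p = 3.83e-07).
Infected leaflets give a second measure of the light effect, with other libraries. WL+FR *B.c.* and WL *B.c.* leaflets differed in 455 genes at 6 hpi (182 up, 273 down) and in 443 at 12 hpi (211 up, 232 down). Of these, 329 at 6 hpi and 295 at 12 hpi were also called in mock leaflets, 329 and 276 in the same direction. The light effects with and without *B.c.* had an r across genes of 0.774 at 6 hpi and 0.331 at 12 hpi. The 455 calls became 1883 without WL *B.c.* replicate 3 and 0 without WL+FR *B.c.* replicate 1 or WL+FR *B.c.* replicate 4, a group of 3 libraries. The 443 became 121 without WL+FR *B.c.* replicate 3 and 851 without WL *B.c.* replicate 2.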

Most of the supplemental FR-mediated gene expression changes were observed at 6 and 12 h after leaf excission and return to WL (Figure 3, B and C). 

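Light effects on groups of genes were measured for 16 GO terms whose members are all listed in the paper's Supplemental Data Set S2. The terms were listed there because their members vary in these libraries, so the lists are not independent evidence. Each list was tested with limma's fry, adjusted over lists and time points within a comparison, and in mock leaflets 6 lists were called at 6 hpi, 11 at 12 hpi, 2 at 24 hpi and 1 at 30 hpi. With camera and an estimated correlation, 0 lists were called at any time point or comparison, so no list call given here holds under that test. Fisher's exact test on the number of called members gave 5 lists in mock leaflets at 6 hpi and 4 at 12 hpi.
Proteasome core complex genes were higher in WL+FR mock leaflets at 12 hpi. Their median log2FC was 0.85, 15 of the 18 genes tested were called up (fry adjusted p = 0.00187), and Fisher's exact test on these calls gave an adjusted p = 0.000636. Their median at 6 hpi was also 0.85, with 1 gene called (fry adjusted p = 0.0903). Photosynthesis genes moved the other way at 6 hpi. The light harvesting list had 20 of 29 genes called down (fry adjusted p = 0.000161). All 10 photosystem I reaction center genes were called down, with a median of −2.51, and 14 of 19 photosystem II oxygen evolving complex genes, with a median of −2.27 (fry adjusted p = 0.000289 for each). At 12 hpi the photosystem I list had a median of −1.07 (fry adjusted p = 0.0172). The response to wounding list had a median of −2.69 at 6 hpi, with 5 of 12 genes called down (fry adjusted p = 0.021). Members of the other terms named beside Figure 4 were listed only in part and were not tested as lists.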

By performing a gene ontology (GO) term enrichment on all WL+FR-responsive genes for each timepoint, we observed the upregulation of GO categories related with oxidoreduction processes, regulation of transcription, proteasome activity, and glycolytic process, indicating an effect of WL+FR pre-exposure on gene expression and metabolism through time (Figure 4A). At the same time we noticed a downregulation of glucan- and cell biogenesis-related processes upon WL+FR pretreatment at 12 hpi (Figure 4B). The oxidoreduction GO term enrichment could hint at regulation of oxidative stress responses upon pathogen detection by supplemental FR and, therefore, we performed a luminol-based hydrogen peroxide (H_2_O_2_) quantification. Plants were elicited with the fungal elicitor chitosan or with the bacterial elicitor flagellin (flg22) to initiate a reactive oxygen species (ROS) burst. A strong and rapid increase in H_2_O_2_ production occurred upon elicitation with both elicitors (Figure 5, A and B), but this burst was severely suppressed in WL+FR-pretreated leaf tissue (Figure 5A). Based especially on the GO enrichments found for downregulated genes (Figure 4B), we tested whether supplemental FR could affect cell wall and/or membrane integrity. By performing an electrolyte leakage assay, we observed an increase in the percentage of electrolyte loss in the WL+FR-pretreated plants compared to WL-pretreated plants (Figure 5C), which indicates a reduced membrane integrity caused by WL+FR pretreatment that could in principle promote pathogen-induced cell death.

**Figure 4:**
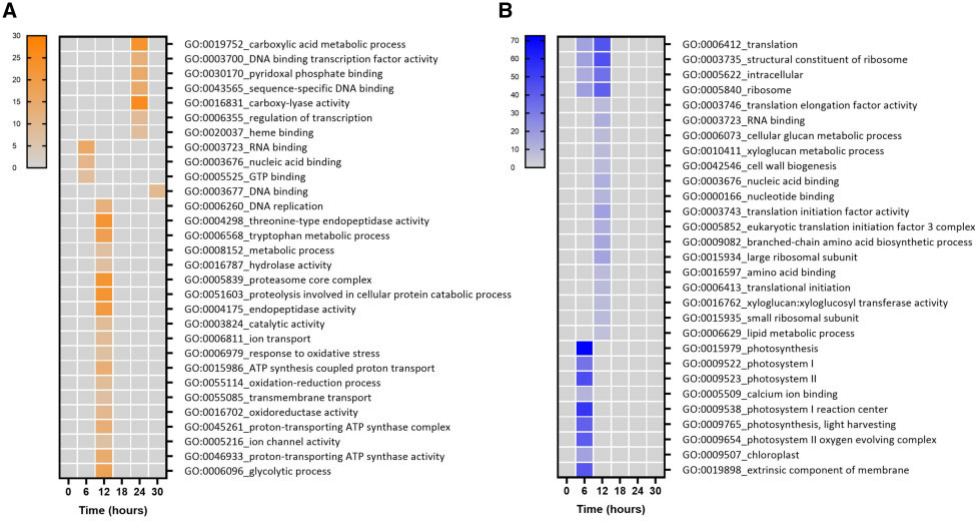
GO analysis of DEGs in the WL+FR pretreatment compared to the WL pretreatment under noninfected conditions. Heatmap of the GO categories based on –log_10_*P*-value where shades of orange represent enrichment in upregulated DEGs (A) and blue in the downregulated DEGs (B). Comparisons were performed between WL+FR and WL-pretreated samples (considering mock-inoculated samples only) for each timepoint (0, 6, 12, 18, 24, and 30 h).

**Figure 5:**
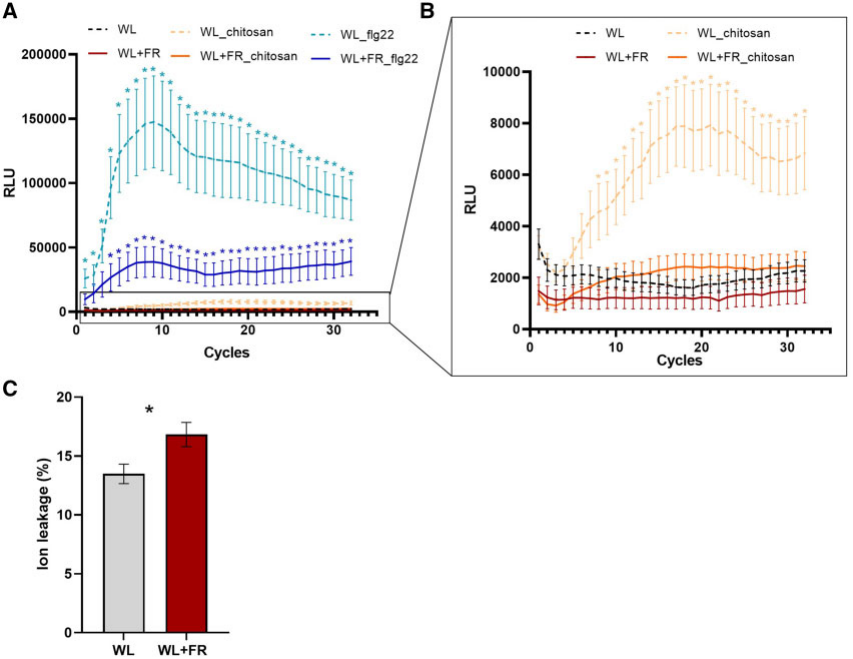
Supplemental FR pre-exposure alters ROS production and cell integrity. A, B, ROS quantification by luminescence on leaf discs originating from 4-week old intact tomato plants treated for 5 d in WL or WL+FR light conditions. Leaf discs were exposed to either the bacterial elicitor flagellin (_flg22), the fungal elicitor chitosan (_chitosan), or were left unelicited and taken as controls. Data represent mean ± sem and each measurement (cycle) lasted approximately 100 s. *n* = 8. Asterisks represent significant difference according to Student’s *t* test (*P* < 0.05) between elicited samples and their respective unelicited controls (WL or WL+FR), *n* = 12. C, Electrolyte leakage quantification of tomato leaf discs originating from 4-week-old intact tomato plants exposed for 5 d to WL or WL+FR light conditions. Data represent mean ± sem. Asterisk represents significant difference according to Student’s *t* test (*P* < 0.05), *n* = 5.

### Supplemental FR light delays pathogen recognition and dampens defense activation

As *B.c.*-responsive gene modulation was delayed by WL+FR (Figure 3, D and E), we tested all *B.c.*-responsive genes for GO term enrichment (Figure 6). Out of 76 enriched processes found upregulated upon *B.c.* infection in WL-pretreated samples, only 34 were shared between WL and WL+FR-treated samples. From these 34 GO categories shared between both light pre-treatments, 14 categories were delayed by WL+FR light (Figure 6A). 

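The members of 3 terms on protein degradation are fully listed in Supplemental Data Set S2 and share most of their genes, since all 17 endopeptidase activity genes and all 10 alpha-subunit genes belong to the proteasome core complex. At 12 hpi the proteasome core complex list rose with *B.c.* after WL by a median log2FC of 0.86, with 15 of 18 genes called up (fry adjusted p = 0.00332). Fisher's exact test on these calls gave an adjusted p = 1.77e-05. The median was 0.89 for endopeptidase activity (14 of 17 genes up) and 0.91 for the alpha-subunit complex (9 of 10 genes up). After WL+FR the medians were −0.16, −0.15 and −0.15, with 0 genes called in each list (fry adjusted p = 0.464, 0.468 and 0.468). The interaction was called for the proteasome core complex, with a median of −1.01 and 11 genes called down (fry adjusted p = 0.0221). The WL mock level is the lower end of both the infection effect after WL and the light effect in mock leaflets. Under camera with an estimated correlation none of these lists was called.

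**Figure D5:**
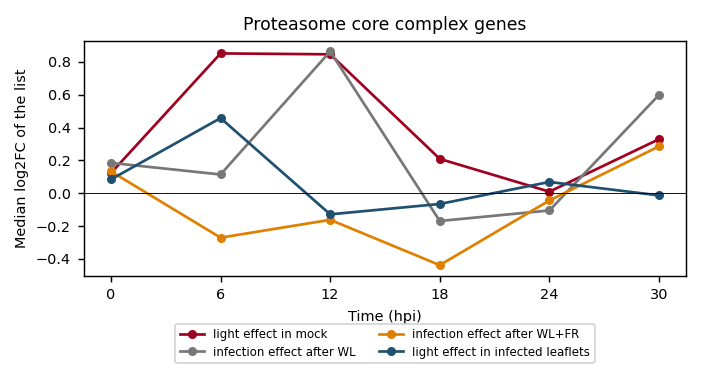
Median log2 fold change of 18 proteasome core complex genes against time in hpi, with 1 line per comparison. At 12 hpi the lines of the light effect in mock leaflets and of the infection effect after WL reach 0.85 and 0.86.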

At 12 hpi, we observed a striking inhibition of GO categories associated with protein catabolic processes (GO:0006511 and GO:0051603) via the proteasome (GO:0005839 and GO:0019773) or endopeptidase activity (GO:0004175, GO:0004190, and GO:0004298) by WL+FR (Figure 6A). At later timepoints, we found enrichment of GO terms associated with chitin binding (GO:0008061) and chitin degradation processes (GO:0006032 and GO:0004568) in WL but not in WL+FR-pretreated samples. This could suggest that supplemental FR inhibits the plant response to degrade the fungal cell wall. 

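Of the 9 chitin binding genes, 6 or 7 were tested per time point. After WL the list rose with *B.c.* at 18 hpi (median log2FC 1.52, fry adjusted p = 0.0164), at 24 hpi (0.81, fry adjusted p = 0.0369) and at 30 hpi (4.37, fry adjusted p = 0.000431). Of 7 genes, 2 were called up at 24 hpi and 6 at 30 hpi. The chitin binding median at 24 hpi was 1.72 without WL mock replicate 2 and 0.53 without WL mock replicate 3. After WL+FR it rose at 12 hpi (median log2FC 1.02, fry adjusted p = 0.0181) and at 30 hpi (2.04, fry adjusted p = 0.00604, with 4 of 7 genes called up). At 18 hpi the median after WL+FR was 0.46 (fry adjusted p = 0.53) and at 24 hpi 0.69 (fry adjusted p = 0.183). The interaction was not called at 18 hpi (median −1.07, fry adjusted p = 0.45), 24 hpi (−0.41, fry adjusted p = 0.577) or 30 hpi (−2.13, fry adjusted p = 0.336). In mock leaflets the list was lower after WL+FR at 12 hpi (median log2FC −1.70, fry adjusted p = 0.00401).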

Consistently, genes associated with responses to biotic stimulus or defense response upregulated at 24 hpi in WL, are absent or delayed in WL+FR (Figure 6A). These observations fit the notion that WL-pretreated plants recognize the pathogen and actively restrict its progression better than WL+FR-pretreated plants. 

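The response to biotic stimulus list holds 23 genes, of which 13 were tested at 24 and 30 hpi. At 24 hpi after WL, 6 were called up and 0 down, and the fry test was called upward (adjusted p = 0.00925). Its median log2FC was −0.41 and its mean 1.22, so median and test differ in sign. After WL+FR at 24 hpi, 4 genes were called up and 1 down, with a median of 0.38 (fry adjusted p = 0.274). At 30 hpi the list rose after WL (median 1.72, fry adjusted p = 0.00332, 6 genes up and 3 down) and after WL+FR (median 2.18, fry adjusted p = 0.00495, 8 genes up and 3 down). The difference between the pretreatments was not called at 24 hpi (interaction median −0.33, fry adjusted p = 0.45) or at 30 hpi (fry adjusted p = 0.95).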

At 24 and 30 hpi in WL+FR-pretreated samples, we also observed a delay in the upregulation of genes associated with protein phosphorylation (GO:0006468) and protein kinase activity (GO:0004674 and GO:0004672), possibly involved in downstream defense responses. DNA binding transcription factor activity (GO:0003700) was upregulated in WL-pretreated samples at 24 hpi but absent in WL+FR-pretreated samples. This category was composed of genes encoding WRKY transcription factors of which some might be involved in SA and JA signaling (Pandey and Somssich, 2009) and ETHYLENE-RESPONSIVE FACTORS (ERFs) mainly regulated by ethylene (Müller and Munné-Bosch, 2015).

**Figure 6:**
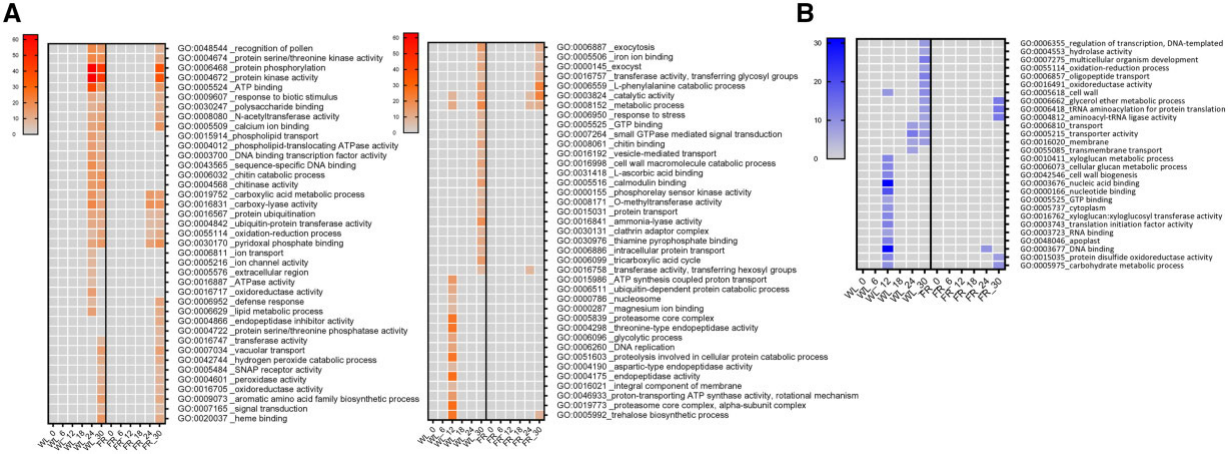
GO analysis of *B.c.*-responsive genes. Heatmap of the GO based on (–)log_10_(*P*-value) of *B.c.-*responsive DEGs in WL and WL+FR light exposed plants where orange represents enrichment in upregulated DEGs (A) and blue in downregulated DEGs (B). Comparisons were performed between *B.c.*-infected samples and mock-inoculated samples for each timepoint (0, 6, 12, 18, 24, and 30 h) in WL and WL+FR-pretreated samples (WL and FR), respectively.

The involvement of ethylene was confirmed by an upregulation of ethylene biosynthesis genes *1-AMINOCYCLOPROPANE-1-CARBOXYLIC ACID OXIDASE* (*ACO*) and *SYNTHASE* (*ACS*) at 24 and 30 hpi in WL and only at 30 hpi in WL+FR-pretreated plants (associated with GO:0003824 and GO:0055114 in Figure 6A). Despite the delayed induction of ethylene biosynthesis genes upon infection with *B.c.* in WL+FR-pretreated plants, ethylene emissions were elevated by WL+FR as compared to WL (Figure 7); a classic effect of supplemental FR (Kegge and Pierik, 2010). Altogether, our data indicate that supplemental FR affects both ethylene and JA signaling in tomato defense against *B.c.*. Upon infection, only 6 out of 28 downregulated categories found in WL-pretreated samples were shared with WL+FR-pretreated samples (Figure 6B). Interestingly, GO categories associated with xyloglucan and cellular glucan metabolism as well as xyloglucan:xyloglucosyl transferase activity and cell wall biogenesis (GO:0010411, GO:0006073, GO:0016762, and GO:0042546) were strongly downregulated at 12 hpi in WL conditions only (Figure 6B). The downregulation of glucan-related structural processes could potentially reflect carbohydrate reallocation toward energy production (e.g. GO:0015986 and GO:0046933; Figure 6A) to respond to the attacker. Interestingly, we did not observe such phenomenon in WL+FR-pretreated plants probably as the fungal response is not fully amplified to the level of detection at 12 hpi. Combined with previous research showing that WL+FR-pretreated plants display elevated soluble sugar levels in leaves promoting disease severity (Courbier et al., 2020), the delay in transcriptome changes in WL+FR-pretreated plants could be an additional explanation for the increased susceptibility of these plants. 

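Comparisons outside Figure 3 complete the picture of the 4 groups. Light differences between infected leaflets were called for 11 genes at 0 hpi and 277 at 24 hpi (86 up, 191 down). At 18 hpi there was 1 call, Solyc12g009480 (log2FC 3.12), named because it was the only one, and at 30 hpi there were 6. At 24 hpi the count was 45 without WL+FR *B.c.* replicate 4 and 820 without WL+FR mock replicate 3. The largest changes there among abundant genes were those of Solyc02g087110, from 35.4 to 120 CPM on average (log2FC 1.74, standard error 0.14, adjusted p = 6.02e-05), and of the *PI* gene Solyc09g084450. The interaction had 0 calls at 0 hpi (364 genes at an unadjusted p below 0.05, 0 by DESeq2, 2 by the rerun of the paper's test), 6 hpi (373, 9 and 2) and 18 hpi (781, 3 and 1). Along the direction of the infection effect, the median log2FC over the genes called for it was 0.90 after WL and 0.32 after WL+FR at 12 hpi, 0.70 and 0.62 at 24 hpi, and 1.32 and 1.10 at 30 hpi. In the same direction, WL+FR mock differed from WL mock by 0.79, 0.29 and 0.17, and WL+FR *B.c.* from WL *B.c.* by 0.21, 0.11 and −0.05.

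**Figure D6:**
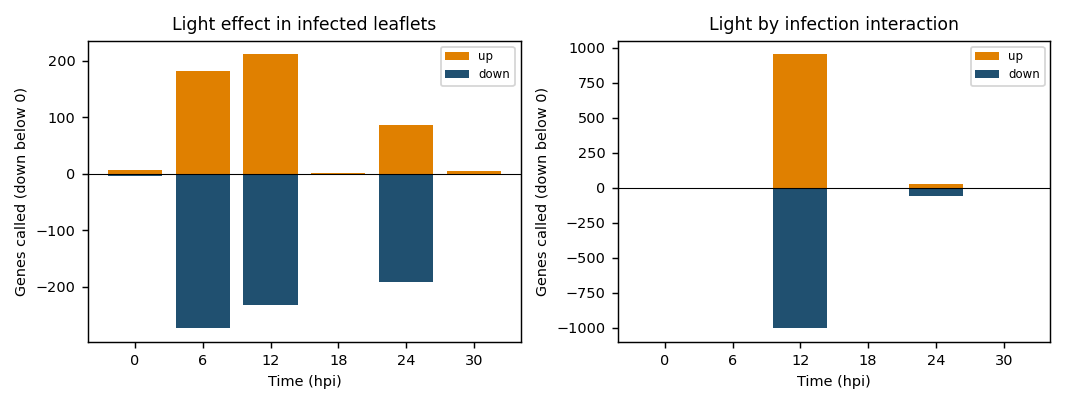
Genes called up (above 0) and down (below 0) at each time point in hpi for the light effect in infected leaflets (left) and for the light by infection interaction (right). The interaction has 1953 calls at 12 hpi, 82 at 24 hpi and 0 at the other time points.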

Taken together, our results indicate that *B.c.* infection triggers strong transcriptome reprogramming in WL which is substantially dampened, delayed, or nonexistent in WL+FR-pretreated samples, and likely associated with increased susceptibility.

**Figure 7:**
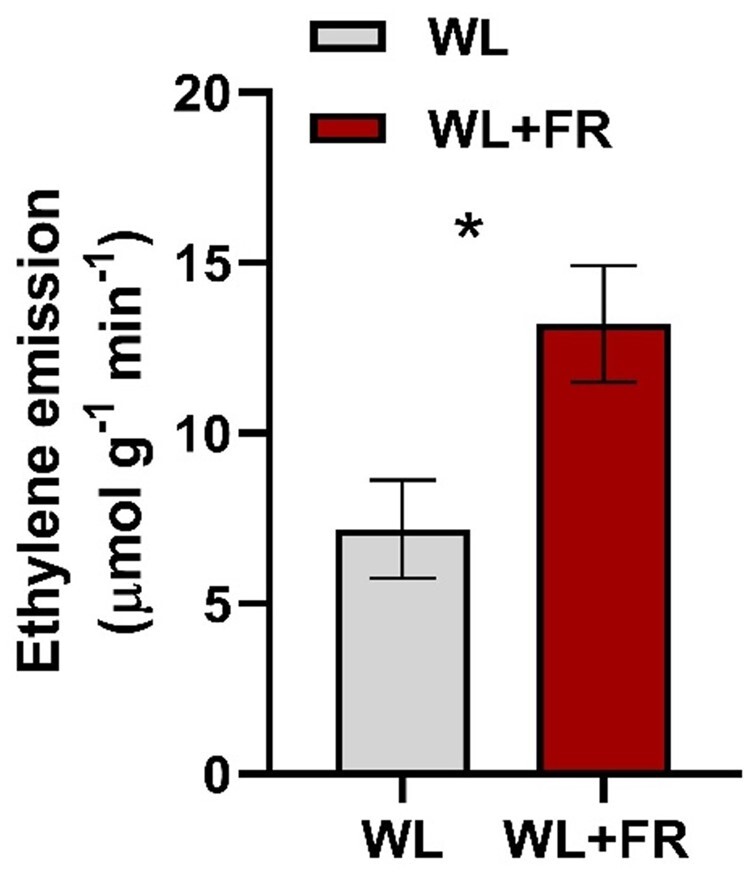
Leaf ethylene emissions are increase by supplemental FR. Ethylene emission quantified after 5 d of WL and WL+FR light treatments on whole tomato plants. Ethylene levels were measured on detached leaflets (originating from the third oldest leaf) incubated for 30 min in air tight plastic syringes. *n* = 6–8. Data represent mean ± sem. Asterisk represents significant difference according to Student’s *t* test (*P* < 0.05).

### Supplemental FR-induced susceptibility coincides with downregulation of hormonal signaling

To define the core gene expression module associated with FR-induced susceptibility through time in tomato, we performed a three-way ANOVA on light*infection*time to select genes interactively modulated by light, infection and time (Supplemental Figure S6). 

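The three-way interaction of light, infection and time was tested with edgeR over all 95 libraries, with 5 degrees of freedom and the replicate number as an additive term. Of 19313 genes, 854 were called, and 3507 had an unadjusted p below 0.05. Of the 854 genes, 383 were also called for the light by infection interaction at 12 hpi and 14 for that at 24 hpi. Without the 12 hpi libraries 16 genes were called. Leaving out a replicate number moved the count most. It was 32 without replicate 1, 8 without replicate 2, 22 without replicate 3 and 741 without replicate 4, of which 32, 8, 22 and 583 were among the 854. The three-way ANOVA on the deposited normalized values called 147 genes, 102 of them shared with edgeR.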

We then ran a GO enrichment analysis on this group of genes and identified 11 significantly over-represented categories (Table 1;Supplemental Dataset S2). One of these categories was associated with response to wounding (GO:0009611) and was composed of six genes, all encoding PIs. These six genes were upregulated at 12 hpi upon *B.c.* infection in WL-pretreated samples only and not in the WL+FR-pretreated samples (Figure 8A). 

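The response to wounding term has 14 genes in Supplemental Data Set S2, all in the count table, and the 6 *PI* genes are Solyc09g083440, Solyc09g084450, Solyc09g084460, Solyc09g089520, Solyc09g089530 and Solyc09g089540. At 12 hpi, 13 of the 14 were tested. After WL their median log2FC with *B.c.* was 3.05, with 6 genes called up and 1 down (fry adjusted p = 0.268). After WL+FR the median was −0.29 and the mean −0.52, while fry's direction was up (adjusted p = 0.914). The interaction had a median of −5.10, with 4 genes called down and 2 up (fry adjusted p = 0.536). Fisher's exact test on these calls gave an adjusted p = 0.0502. At 30 hpi after WL the list fell, with a median of −1.92 over 9 genes (fry adjusted p = 0.000431).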

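At 12 hpi after WL, *B.c.* raised all 6 *PI* genes, with log2FC between 4.20 and 5.77 and a median of 5.38. All 6 were called over all genes tested, and 6 when adjusted over the list alone. The study chose this list on these samples, so the latter is not independent evidence. Solyc09g084460 had the smallest adjusted p, rising from 1.41 to 44.3 CPM on average (log2FC 5.18, standard error 0.97, adjusted p = 0.00212). Solyc09g083440, the most abundant, rose from 336 ± 610 to 3532 ± 1944 CPM (log2FC 4.81, standard error 1.25, adjusted p = 0.0133). Its mock mean is set by replicate 4, with 1252 CPM against 26.5 to 39.7 in the other WL mock libraries. Its call was lost in 2 of 16 fits with a library left out, and those of the other 5 genes in 0. Every infected library lay above every mock library for 5 of the genes (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 libraries allow). For Solyc09g089530 the same exact permutation test gave p = 0.0857. The rerun of the paper's test on the deposited normalized values called 0 of the 6, while DESeq2 called 6 and edgeR had 6 at an unadjusted p below 0.05.
After WL+FR, edgeR called 0 of the 6 genes, with a median log2FC of −1.38 at 12 hpi. No *PI* gene had an unadjusted p below 0.05 there, and DESeq2 and the rerun of the paper's test called 0. The interaction was called for 4 genes over all genes tested and for 6 when adjusted over the list alone, with a median of −6.40. Without WL mock replicate 4 it was called for 6. In all 6 genes the WL *B.c.* mean of the log2 CPM lay above the means of both WL+FR groups, and in 5 of 6 the WL mock mean was the lowest of the 4.

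**Figure D7:**
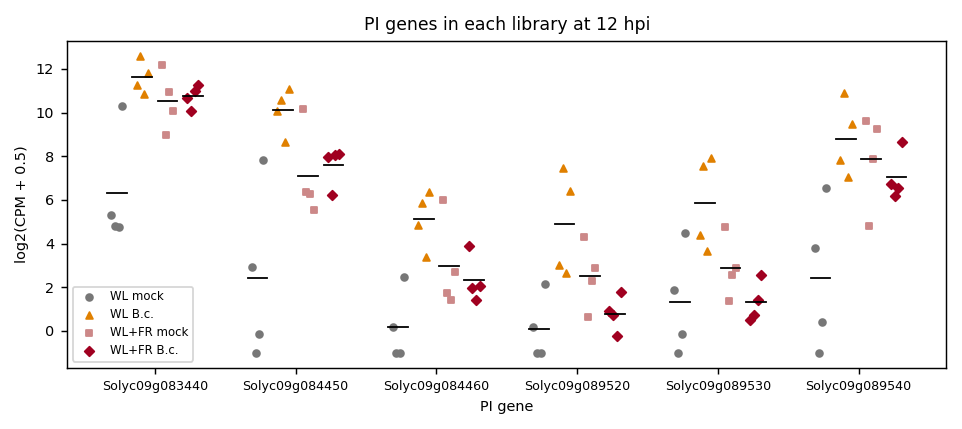
Expression of the 6 *PI* genes at 12 hpi as log2(CPM + 0.5), with 1 point per library, colored by group, and a bar at each group mean. The WL *B.c.* mean is the highest in all 6 genes, and 1 WL mock library of Solyc09g083440 (1252 CPM) lies far above the other 3.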

*PI* genes are JA-responsive genes that are highly induced upon *B.c.* infection in tomato (El Oirdi et al., 2011), and their differential regulation between WL and WL+FR-pretreated leaves, therefore, suggests involvement of JA in the FR-induced susceptibility and a possible alteration of the JA-mediated *PI* gene induction by WL+FR (Figure 8A). 

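Gene lengths are not in the files, so expression of the 6 *PI* genes over time is given as CPM. Solyc09g083440 was at 2.21 ± 0.885 CPM in WL mock leaflets at 0 hpi, and at that time it was the only *PI* gene above the filter on low counts. In WL *B.c.* leaflets of 0 hpi it already stood at 9.24 ± 1.75 CPM (log2FC 2.07), a difference called only when adjusted over the list alone. After WL+FR it stood at 2.23 ± 2.15 CPM in mock and 9.30 ± 9.09 CPM in *B.c.* leaflets of 0 hpi and was not called. In WL *B.c.* leaflets Solyc09g083440 stood at 3410 ± 2787 CPM at 6 hpi and 3532 ± 1944 at 12 hpi. It stood at 610 ± 306 at 18 hpi, 871 ± 314 at 24 hpi and 86.6 ± 12.1 at 30 hpi. The 6 hpi libraries ran from 1558 to 7551 CPM. The highest value came from replicate 3, the library with the fewest genes with a count, and it raises the 6 hpi mean. After WL+FR with *B.c.* Solyc09g083440 stood at 453 ± 340, 1790 ± 581, 468 ± 351, 114 ± 37.7 and 314 ± 218 CPM. At 24 hpi after WL, *B.c.* changed the *PI* genes by a median log2FC of 0.52, and edgeR called 0 of 6, as did DESeq2 and the rerun of the paper's test, with 0 at an unadjusted p below 0.05. At 30 hpi after WL, 3 *PI* genes could be tested, all fell (median −3.03), and 2 were called. After WL+FR with *B.c.*, 0 *PI* genes were called by edgeR at any time point. DESeq2 called 1 at 18 hpi. With a library left out, edgeR called Solyc09g083440 up at 30 hpi in 2 of 16 fits and Solyc09g089540 in 1. It called Solyc09g089540 down in 1 of 16 fits at 18 hpi and in 1 at 24 hpi.
Infected leaflets of the 2 pretreatments can be compared directly. At 12 hpi, 3 *PI* genes were called lower after WL+FR (median log2FC −2.89), and 0 without WL+FR *B.c.* replicate 1, 2 or 4 or WL *B.c.* replicate 4. At 24 hpi, 5 were called over all genes tested and 6 when adjusted over the list alone. Solyc09g084450 stood at 153 ± 21.3 CPM in WL *B.c.* and 1.87 ± 0.592 CPM in WL+FR *B.c.* (log2FC −6.48, standard error 0.97, adjusted p = 0.00424). Solyc09g089520 and Solyc09g089530 had 0 counts in the WL+FR *B.c.* libraries of 24 hpi, at least 20.4-fold and 27.8-fold lower than in WL *B.c.* on a floor of 3 counts over the group. These bounds do not cover the spread between WL *B.c.* libraries, with 6.66 ± 8.38 CPM (0 to 18.9) and 9.10 ± 8.33 CPM (2.66 to 21.2). Solyc09g084460 had 1 count in the WL+FR *B.c.* libraries of 24 hpi, a ratio of 74.9 with a 95% counting interval of 13.0 to 3002. The median log2FC of the 6 genes was −6.07, or −4.75 with the 2 genes at their bound. The count of 5 became 2 without WL *B.c.* replicate 1 or WL+FR *B.c.* replicate 2, 3 or 4. At 6 hpi the median was −2.50 and at 18 hpi −0.76, with 0 called over all genes tested and 4 and 1 when adjusted over the list alone. At 30 hpi the 3 genes tested were all higher after WL+FR (median log2FC 1.74), with 0 called over all genes tested and 1 when adjusted over the list alone. All 3 rose with *B.c.* after WL+FR (median 1.38, 0 called), and the interaction had a median of 4.41, with 0 called over all genes tested and 2 when adjusted over the list alone.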

RPKM-normalized expression profiles for these six genes in all conditions tested in the RNA-seq data showed that all *PI* genes seem to be transiently upregulated in response to *B.c.* in WL conditions while this induction was strongly dampened in WL+FR conditions (Figure 8, B–G). 

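At 6 hpi without *B.c.*, Solyc09g083440 stood at 2679 ± 623 CPM in WL leaflets and at 313 ± 165 CPM in WL+FR leaflets (log2FC −3.05, standard error 0.83, adjusted p = 0.0429), a call that held in 3 of 15 fits with a library left out. For Solyc09g084450 the values were 400 ± 105 and 21.9 ± 17.0 CPM (log2FC −4.28, standard error 0.95, adjusted p = 0.0181), and the call held in 11 of 15 such fits. All 6 *PI* genes were lower in WL+FR mock than in WL mock, with a median log2FC of −3.01. Of these, 4 were called over all genes tested and 5 when adjusted over the list alone. The count of 4 was 0 without WL mock replicate 2 or without WL+FR mock replicate 2. The rerun of the paper's test on the deposited normalized values called 0 *PI* genes. The means of Solyc09g089520 (50.2 ± 75.0 CPM) and Solyc09g089530 (51.2 ± 70.1 CPM) in WL mock were carried by single libraries, since Solyc09g089520 had 163 CPM in replicate 2 and 11.0 to 15.8 CPM in the others. *B.c.* changed none of the 6 genes detectably at 6 hpi, with a median log2FC of −0.60 after WL and −0.02 after WL+FR. EdgeR, DESeq2 and the rerun of the paper's test called 0 in both pretreatments, with 0 genes at an unadjusted p below 0.05.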

Interestingly, we observed a peak of expression of all genes at 6 hpi in WL-treated samples in the absence of *B.c.* possibly reflecting the wounding responses triggered by detaching the leaflets from the plants prior to the bioassays. In WL+FR conditions, this putative wound-mediated *PI* peak was either delayed (Figure 8, B–D, G) or absent (Figure 8, E and F). 

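In mock leaflets the light effect on the *PI* genes changed direction between time points. From a median log2FC of −3.01 at 6 hpi it went to 3.25 at 12 hpi, where all 6 genes were higher after WL+FR and 3 were called, and to −2.51 at 24 hpi, where 1 was called and 4 when adjusted over the list alone. Solyc09g083440 rose from 313 ± 165 CPM at 6 hpi to 2046 ± 1834 CPM at 12 hpi in WL+FR mock leaflets, while in WL mock leaflets it fell from 2679 ± 623 to 336 ± 610 CPM. Solyc09g084450 went from 21.9 ± 17.0 to 336 ± 535 CPM in WL+FR mock, Solyc09g084460 from 2.87 ± 3.91 to 18.4 ± 29.6 CPM, and Solyc09g089540 from 86.6 ± 94.4 to 413 ± 344 CPM. Solyc09g089520 stayed at 7.49 ± 11.6 and 7.86 ± 7.88 CPM, and Solyc09g089530 went from 1.46 ± 1.72 to 10.2 ± 11.0 CPM. The SD is as large as the mean in most of these groups, and no test between time points was run. The 3 calls at 12 hpi became 1 in 5 of the 16 fits with a library left out (WL mock replicates 1, 2 and 3 and WL+FR mock replicates 1 and 3) and 5 without WL *B.c.* replicate 2.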

Altogether, these results show that *PI* genes are responsive to *B.c.* infection (and possibly wounding) and their expression is dampened and/or delayed by WL+FR.

**Figure 8:**
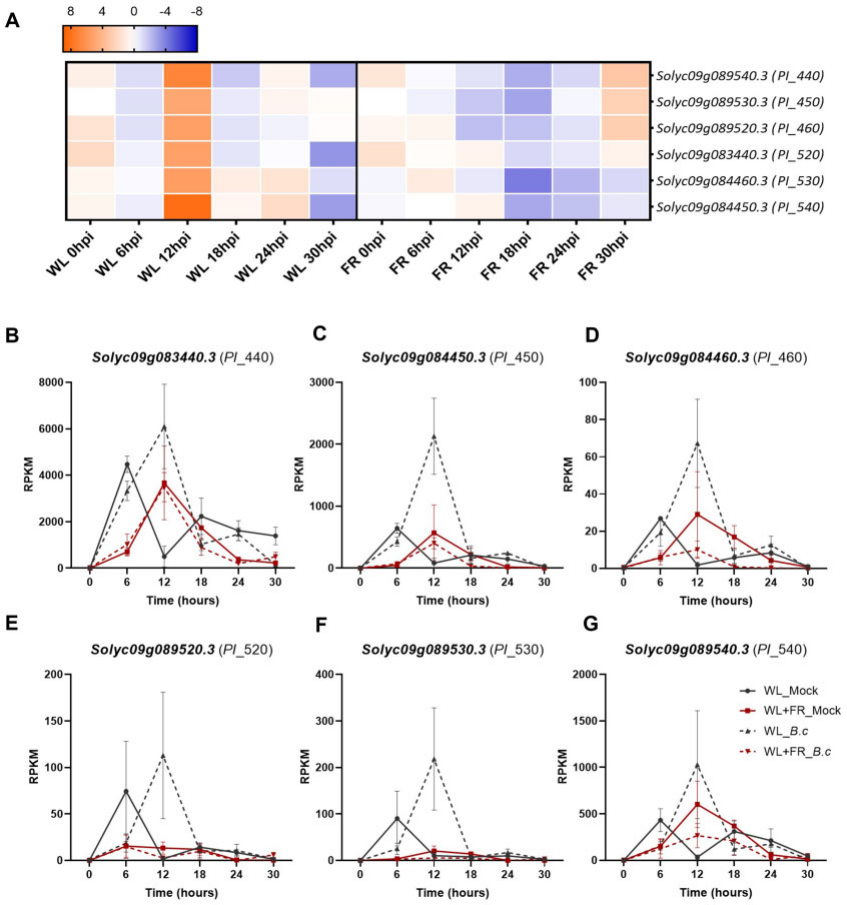
Dynamics of expression of *PI* genes significantly interacting in the three-way light*infection*time ANOVA. A, Heatmap corresponding to the log_2_FC of six *PI* genes in response to *B.c.* infection after a 5-d WL or WL+FR pretreatment at 0, 6, 12, 18, 24, and 30 hpi. Orange and blue colors represent up- and downregulation, respectively. B–G, Expression patterns (RPKM) of the six *PI* genes. Each plot corresponds to the expression patterns of an individual gene through time in the four conditions tested, namely WL (gray) or WL+FR (red) pre-exposed plants inoculated with *B.c.* (dashed lines) or treated with a mock solution (plain lines). Plotted data represent the mean of replicates per timepoints ± sem.

**Table 1.** GO categories enriched in DEGs from the light*infection*time interaction.

GO identifier	Description	Genes	*P*-value
GO:0009611	Response to wounding	6	3.68958E-06
GO:0008171	O-methyltransferase activity	6	2.8157E-05
GO:0008152	Metabolic process	52	5.53184E-05
GO:0006629	Lipid metabolic process	17	5.56319E-05
GO:0004867	Serine-type endopeptidase inhibitor activity	6	6.22373E-05
GO:0004866	Endopeptidase inhibitor activity	4	0.000447478
GO:0043565	Sequence-specific DNA binding	21	0.002891596
GO:0004190	Aspartic-type endopeptidase activity	9	0.004355757
GO:0016747	Transferase activity, transferring acyl groups other than amino-acyl groups	9	0.00592484
GO:0030170	Pyridoxal phosphate binding	10	0.006857719
GO:0006869	Lipid transport	4	0.008920639
GO:0016627	Oxidoreductase activity, acting on the CH–CH group of donors	4	0.008920639

### Supplemental FR delays activation of JA signaling.

To confirm the trends of *PI* gene expression (Figure 8, B–G), and further study the involvement of JA in the regulation of these genes, we sprayed the third leaf of intact tomato plants with 100-µM methyl-jasmonate (MeJA) or a mock solution and quantified mRNA abundance 15 min and 4 h later (Figure 9). After 15 min, we observed a strong induction of *PI* genes under WL conditions, which was significantly reduced in WL+FR conditions for five out of the six *PI* genes (Figure 9, A–D, F). After 4 h, there was still a significant reduction due to WL+FR in MeJA-induced expression levels of two of the *PI* genes (Figure 9, A and C) but for the other four *PI* genes the induction level by MeJA was comparable between WL- and WL+FR-pretreated samples (Figure 9, B, D–F). This suggests a delay rather than an overall inhibition in the induction of *PI* genes by MeJA under WL+FR enrichment.

**Figure 9:**
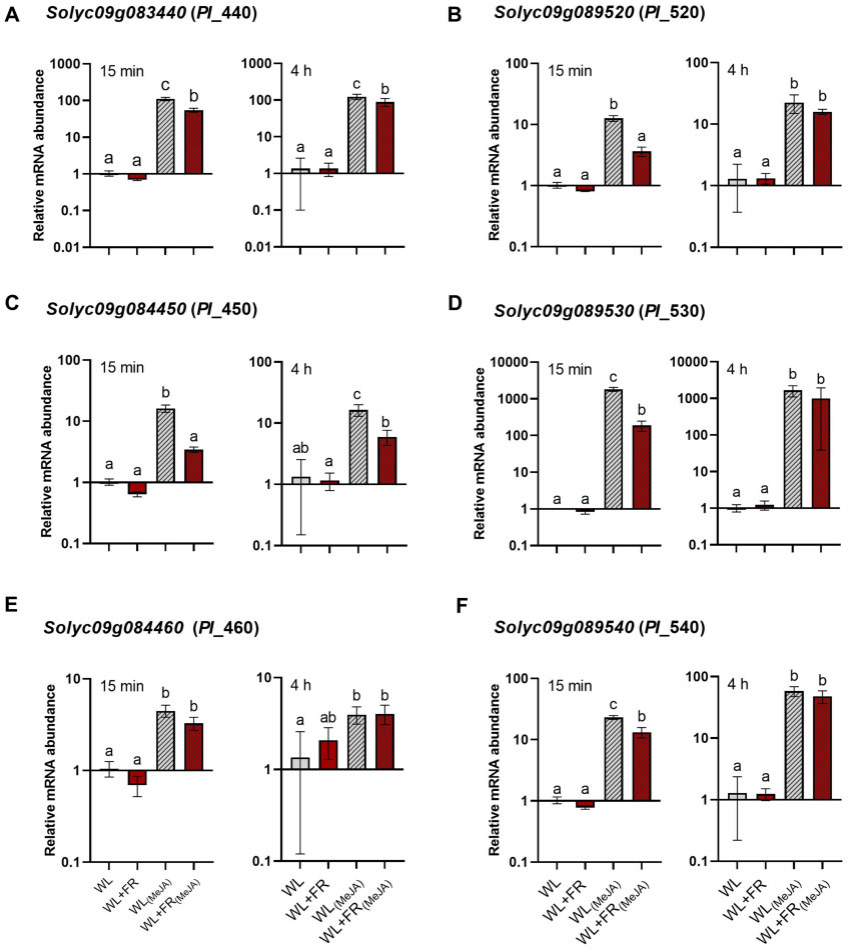
Supplemental FR causes a delay in the JA-mediated response in whole tomato plants. A–F, Transcript abundance analysis for six *PI* genes after a WL (gray) or WL+FR (red) pretreatment followed by an exogenous MeJA treatment (100 µM; dashed bars) or a mock solution (plain bars) on intact tomato plants. Leaf material was harvested from the third oldest leaf of whole tomato plants at 15 min and 4 h after the start of the MeJA treatment. Expression data are relative to WL conditions for each timepoint. Data represent mean ± sem. Letters represent significant differences according to ANOVA, Tukey’s post hoc test (*P* < 0.05).

### Supplemental FR interacts with JA and ethylene pathways to affect disease development

As defense responses against necrotrophic pathogens are mainly regulated by JA and ethylene (Penninckx et al., 1998; Du et al., 2017), we assessed the involvement of these two hormones in tomato resistance toward *B.c.* and its modulation by supplemental FR. First, we tested the effect of exogenous MeJA (50 µM and 100 µM) and the JA biosynthesis inhibitor Jarin-1, which inhibits the activity of JASMONATE RESISTANT1 (JAR1) catalyzing the conversion of (+)-7-iso-JA into JA-Ile (Meesters et al., 2014; Figure 10, A and B). As expected, exogenous MeJA could enhance plant resistance in WL and this effect was stronger at increased MeJA concentrations confirming that JA is promoting defense (Figure 10A). Although MeJA could also partly enhance the resistance in WL+FR-treated plants, the effect was only visible at the highest MeJA concentration applied, indicating that WL+FR-pretreated plants had reduced responsiveness to MeJA as compared to WL plants. The addition of Jarin-1 (50 µM) increased plant susceptibility to *B.c.* in WL-treated leaflets. However, it did not significantly affect the resistance of WL+FR-pretreated tissue as the lesion size upon Jarin-1 treatment was similar to the mock conditions (Figure 10B). Altogether, these JA manipulations explain some of the WL+FR effects, but do not explain the full effect, implying other layers of resistance that can be altered by WL+FR. Since JA often acts together with ethylene, we also performed bioassays on detached leaflets treated with air (as a control), ACC (ethylene precursor), ethylene (C_2_H_4_), or 1-MCP (ethylene perception inhibitor) prior to inoculation with *B.c.* spores (Figure 10C). Ethylene improved resistance in WL-treated plants, and ACC application improved resistance in both WL- and WL+FR-pretreated plant tissue. In addition, 1-MCP had minor effects in WL-pretreated leaflets while it further compromised tomato resistance in WL+FR-treated plants in line with the protective effect of ethylene in tomato resistance against *B.c.* (Díaz et al., 2002; Figure 10C). These data confirm that ethylene promotes resistance against *B.c.* in tomato, and indicate that the elevated ethylene emissions in WL+FR partly counterbalance the WL+FR-induced increased disease development upon *B.c.* infection.

**Figure 10:**
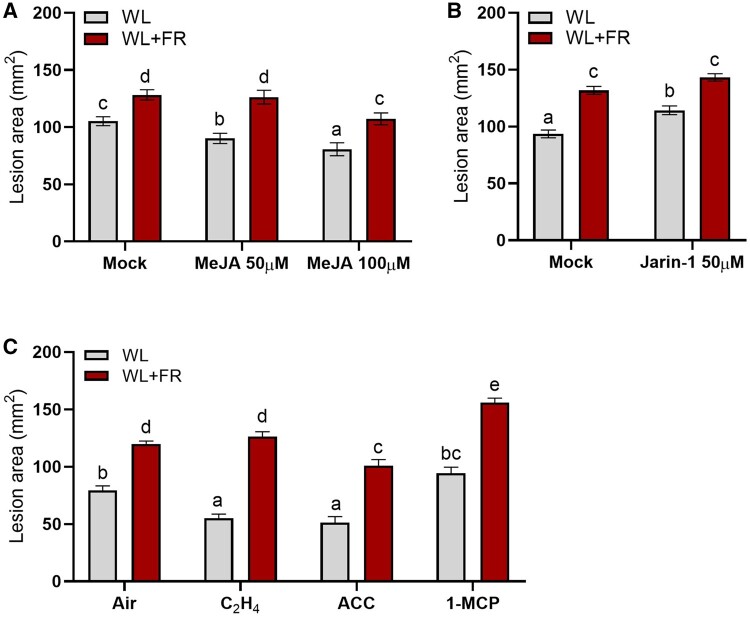
FR enrichment affects ethylene and JA-mediated defense in tomato toward *B.c..* Disease rating on tomato leaflets after 5 d of WL and WL+FR light treatments followed by an exogenous MeJA (50 µM and 100 µM) treatment (A), a Jarin-1 (JA biosynthesis inhibitor; 50 µM) treatment (B) or exposure to either ethylene (C_2_H_4_), the ethylene precursor ACC, or the ethylene receptor blocker 1-MCP treatment (C) prior to inoculation in WL. The 5-d light pretreatment (WL or WL+FR) was applied on whole plants prior to inoculation on detached leaflets. *n* = 7–8 plants per treatment. Data represent mean ± sem. Different letters represent significant differences according to ANOVA, Tukey’s post hoc test (*P* < 0.05).

## Discussion

Here, we studied the transcriptome dynamics in WL and WL+FR-pretreated tomato plants upon infection with *B.c.* and unraveled multiple potential processes that could underlie the FR-induced susceptibility in tomato. Collectively, our findings suggest that WL+FR dampens metabolic, defense-, and hormone-related processes involved in adequate plant defense against *B.c.* infection. It was previously shown that a shade avoidance phenotype, for example in the cryptochrome 1 (*cry1*) mutant, per se is not enough to enhance plant susceptibility (Cerrudo et al., 2012), whilst inhibition of shade avoidance in the shade avoidance mutants *sav3-2* (still able to sense FR light) could not prevent the increased susceptibility under supplemental FR (Moreno et al., 2009). These studies indicate the involvement of FR-dependent signaling routes rather than passive tradeoffs. The inhibition of defense by FR light is set in motion especially upon prolonged supplemental FR exposure prior to infection with *B.c.* in tomato (Courbier et al., 2020). Here, we show how this severely delays the molecular response of tomato upon inoculation with *B.c.* partly via a reduced JA response.

### Control of cell wall biogenesis and ROS-mediated plant defense by WL+FR

The cell wall is one of the first layers that pathogens encounter upon infection. The thickness and permeability of the cell wall and cell membrane might even be key to control pathogen penetration success (Underwood, 2012). In our conditions, we observed a downregulation of cell wall biogenesis upon FR exposure as well as upon *B.c.* infection and an increase in electrolyte leakage in WL+FR-pretreated plants compared to WL-pretreated plants (Figures 4B, 5C, and 6B) that could potentially facilitate pathogen penetration in plant tissue. Upon pathogen attack, the production of ROS by plants is essential for the establishment of resistance (Chinchilla et al., 2007) and we observed a clear upregulation of genes associated with oxidoreduction processes in WL+FR-pretreated samples compared to WL (Figures 4A and 6A). Although genes associated with oxidoreduction processes are upregulated by supplemental FR, it is difficult to assess precisely whether WL+FR promotes oxidase or reductase activity. However, physiological data demonstrated that WL+FR-pretreated plants had a much weaker H_2_O_2_ production burst upon elicitation with flagellin and chitosan (Figure 5, A and B). It is possible that the strong upregulation of the genes associated with oxidoreduction processes could lead to a redox unbalance where plants cannot produce ROS as efficiently as in WL. However, we cannot exclude the possibility that WL+FR-pretreated plants over-scavenge ROS resulting in weaker ROS-mediated defense responses.

### Supplemental FR delays pathogen detection and activation of defense signaling

Plants are able to recognize microbe-associated conserved motifs known as MAMPs at the plasma membrane as a very early signal preceding downstream defense gene activation (Jones and Dangl, 2006). Chitin is the main component of fungal cell wall and constitutes a very efficient MAMP that can trigger immediate defense gene activation upon a pathogen challenge (Zipfel, 2014). WL-pretreated plants showed an upregulation of chitin binding- and chitin degradation-associated processes upon *B.c.* infection (GO:0006032 and GO:0004568), whereas WL+FR-pretreated plants did not (Figure 6A). This is in line with the dampened chitosan-induced ROS burst in WL+FR-treated plants shown in Figure 5B. Also, GO categories associated with “protein serine/threonine kinase activity”, “protein phosphorylation”, and “protein kinase activity” that are enriched in upregulated DEGs at 24 and 30 hpi in *B.c.*-challenged WL-pretreated plants are present only at 30 hpi in WL+FR-pretreated plants (Figure 6A). Most of the DEGs associated with these three categories encode receptor like kinases (RLKs), leucine-rich repeat RLK (LRR-RLKs), and mitogen-activated protein kinases (MAPK). These are gene families of which members are often associated with pathogen detection at the plasma membrane and the subsequent defense gene activation (Zipfel, 2014). Interestingly, we also found *WALL-ASSOCATED_KINASE (WAK)-LIKE KINASE* (*Solyc02g090970*) upregulated in WL-treated plants only. 

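Solyc02g090970 rose with *B.c.* after WL from 6.22 ± 3.00 to 26.6 ± 7.09 CPM at 24 hpi (log2FC 2.07, standard error 0.32, adjusted p = 0.000322) and from 2.58 ± 0.652 CPM in mock leaflets at 30 hpi (log2FC 5.12, standard error 0.42, adjusted p = 2.41e-06). After WL+FR it went from 10.8 ± 4.61 to 21.1 ± 5.64 CPM at 24 hpi (log2FC 0.96, standard error 0.29, adjusted p = 0.0543) and from 3.95 ± 1.88 to 65.3 ± 23.9 CPM at 30 hpi (log2FC 4.07, standard error 0.38, adjusted p = 6.91e-06). At 24 hpi after WL+FR the gene was called in 3 of 16 fits with a library left out. The difference between the pretreatments was not called at 24 hpi (interaction −1.11, adjusted p = 0.339) or at 30 hpi (−1.05, adjusted p = 0.55), and the three-way interaction had an adjusted p = 0.293. At 12 hpi the gene fell below the filter on low counts.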

As WAK1 has been identified as a galacturonides receptor that promotes *B.c.* resistance in Arabidopsis (Brutus et al., 2010), the lack of *Solyc02g090970* induction in supplemental FR would be consistent with the increased disease susceptibility and could indicate a putative delay in pathogen detection at the cell surface. This could in turn delay the induction of chitinases (Figure 6A) that degrade the fungal cell wall, which would indirectly promote pathogen colonization in supplemental FR-pretreated leaf tissue compared to WL. In addition, a delayed pathogen detection at the cell surface correlates with a reduction of subsequent defense signaling, which is supported by a delayed representation of the GO categories associated to “defense response” and “response to biotic stimulus” in the supplemental FR-pretreated plants challenged with *B.c.* (Figure 6A). Altogether, these observations indicate a clear effect of supplemental FR on the response to infection, possibly due to a delay in pathogen recognition at the membrane that could result in a delay in chitin degradation and defense gene activation through the MAMP-mediated defense signalling cascade.

### Several JA-induced *PI* genes are suppressed by WL+FR

The three-way ANOVA light*infection*time analysis revealed the core gene expression patterns associated with FR-induced susceptibility. Out of the 131 genes significant for the interaction, we found six *PI* genes highly induced upon infection by *B.c.* at 12 hpi in WL and not in WL+FR-pretreated samples (Figure 8A;Supplemental Figure S6). 

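In the three-way test, 3 of the 6 *PI* genes were called, Solyc09g083440 (adjusted p = 0.00739), Solyc09g089520 (adjusted p = 0.029) and Solyc09g089540 (adjusted p = 0.0279). The adjusted p was 0.112 for Solyc09g084450, 0.201 for Solyc09g084460 and 0.131 for Solyc09g089530. All 6 had an unadjusted p below 0.05 from edgeR's test. At 12 hpi the 4 group means (WL mock, WL *B.c.*, WL+FR mock and WL+FR *B.c.*) of Solyc09g089540 were 27.1, 740, 413 and 169 CPM, and those of Solyc09g089530 6.39, 115, 10.2 and 2.42 CPM.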

*PI* genes have previously been reported to be strongly induced upon *B.c.* infection and promote plant resistance in a JA-dependent manner (El Oirdi et al., 2011). In our data, we observed that exogenous MeJA treatment induced *PI* genes within 15 min and that the level of expression was reduced in WL+FR-treated plants compared to WL. However, *PI* expression reached similar levels between WL and WL+FR-exposed plants after 4 h of MeJA treatment showing either a reduced JA sensitivity or a delay in gene induction by supplemental FR-pretreatment (Figure 9, C–H). In addition, tomato resistance against *B.c.* was promoted by exogenous MeJA treatment while it was compromised by Jarin-1 in WL-treated plants (Figure 10, A and B). However, we could only rescue resistance in WL+FR samples at the highest applied concentration of 100-µM MeJA, while 50-µM already promoted resistance in WL-treated plants confirming the hypothesis of a lower JA sensitivity in WL+FR (Moreno et al., 2009; Cerrudo et al., 2012; Izaguirre et al., 2013; De Wit et al., 2013). As supplemental FR appears to reduce JA responsiveness (Figure 9), it is likely that plants do not respond to JA-inducing *B.c.* infection as effectively as WL-exposed plants do, therefore allowing the pathogen to develop faster on leaves treated with supplemental FR (Supplemental Figure S3A). In addition, we showed that the susceptibility of WL+FR-pretreated leaflets was always higher than WL-treated leaflets, even upon high concentration of exogenous MeJA, pointing toward other layers of direct or indirect immunity. We showed previously that WL+FR-treated tomato leaves contain elevated soluble sugar levels, which promoted the proliferation of *B.c.* (Courbier et al., 2020). Although this increased sugar accumulation was partially JA-dependent, it could not be fully explained by JA variations, and thus constitutes a partially independent pathway of supplemental FR-induced susceptibility (Courbier et al., 2020).

### Ethylene signaling is affected by supplemental FR

Among the GO processes and genes modulated upon infection, genes encoding ERF transcription factors were only upregulated in WL-pretreated samples and genes encoding ethylene biosynthesis enzymes were induced earlier in WL-pretreated plants compared to WL+FR upon infection with *B.c.* (Figure 6A). Since some ERF proteins are important for defense against *B.c.*, as was shown for ERF3.C3 in tomato (Du et al., 2017), this delay is consistent with reduced activation of the pathogen response pathway. We also observed that exogenous ACC or ethylene treatment promoted plant resistance to the fungus (Díaz et al., 2002; Figure 7). The promoting effect of ethylene alone on plant resistance was weak in WL+FR-pretreated plants, as compared to ACC. We expect that ACC continues to be converted into ethylene by the leaflets and therefore accumulates in the sealed petri dishes giving a long-lasting ethylene treatment compared to ethylene treatment alone, which is dissipated within minutes after opening the desiccators. Since ethylene is beneficial for plant defense, it is paradoxical that supplemental FR light would simultaneously promote ethylene emission, thus promoting resistance, while at the same time enhancing susceptibility through dampening of the JA pathway. Apparently, under low R:FR conditions, the elevated ethylene emissions exert some control over the enhanced susceptibility to pathogens. Indeed, when inhibiting the plant’s ethylene receptors with 1-MCP, disease development in the low R:FR-exposed plants became even more severe. We, therefore, conclude that under low R:FR conditions indicating proximate neighbors, plants downregulate the partially JA-dependent defense responses against *B.c.*, whilst upregulating ethylene emissions, which would tentatively help prevent an excessive proliferation of the fungus.

### Conclusions and perspectives

We demonstrated that plants experiencing WL+FR light display shoot and petiole elongation, typical shade avoidance traits accompanied by increased foliar susceptibility to *B.c.*. By performing a transcriptome analysis over a 30-h infection period, we found that supplemental FR dampens and delays the overall gene modulation in response to *B.c.* and especially JA-mediated responses in turn enhancing susceptibility in tomato. This phenomenon occurs via a reduced JA responsiveness possibly postponing *PI* gene induction and the associated JA-mediated plant immune responses. In addition, supplemental FR suppresses the classic ROS burst upon chitosan elicitation and increases ion leakage. The elevated ethylene emissions in WL+FR-pretreated plants reduce pathogen development and may prevent excessive pathogen proliferation in low R:FR light conditions. The data collectively provide a broad overview and understanding of supplemental FR-induced disease susceptibility. As we focused our work at the infection site, it is of great importance to assess the involvement of systemic signaling in the FR-induced susceptibility in tomato plants in future studies. The defense peptide systemin would be one candidate, but also mobile hormones could orchestrate systemic responses. Studies into this question could also aid in separating light and defense signaling with, that is mutagenization, grafting or local illumination methods to quantify the effect of light and defense as single parameters to better understand the molecular mechanisms of this complex tradeoff. Since tomato is genetically tractable, can be transformed and can also easily be used for grafting approaches, this species might be a highly suitable model system to study both local and systemic signaling in the growth-defense tradeoff. We anticipate this can aid further improvement of tomato genotypes for growth at high density.

## Materials and methods

### Plants growth conditions and light treatments

Tomato (*Solanum lycopersicum*) cv. Moneymaker (LA2706) seeds were obtained from the C. M. Rick Tomato Genetics Resource Center and propagated by the Horticulture and Product Physiology group at Wageningen University and Research as part of the LED it Be 50% consortium. Seeds were sown in wet vermiculite. After 10 d, seedlings were transferred into 9 × 9 cm pots with regular potting soil (Primasta soil, the Netherlands). Tomato plants were grown for 4 weeks after sowing in climate chambers (MD1400; Snijders, The Netherlands) in long day photoperiod (8 h dark/16 h light) at 150 µmol m^−2^ s^−1^ photosynthetically active radiation (PAR) using Philips GreenPower LED research modules (Signify B.V) white (WL, R:FR = 5.5) reaching a Phytochrome Stationary State (PSS) value of 0.8 (Sager et al., 1988). Temperature was set to 21°C and kept constant throughout day and night. For supplemental FR treatments, 4-week old plants were exposed for 5 d (starting at ZT = 3 on the first day) under WL supplemented with Philips GreenPower LED research modules far-red (FR; WL+FR; R:FR = 0.14, PSS value = 0.5, PAR = 150 µmol m^−2^ s^−1^). The top two lateral leaflets of the third leaf were used for all experiments. Light spectra used in this study were measured with a JAZ spectrophotometer (Ocean Optics Inc., UK) and are displayed in Supplemental Figure S1. Stem length was measured with a digital caliper. Petiole angles were measured from pictures with the ImageJ software. All measurements were calculated as Days 5 to 1.

### Leaf thickness measurements

Fresh leaf pieces from intact plants were cut and immediately incubated in 1–2 mL of Karnovski’s fixative solution (2.1% formaldehyde [v/v], 2.5% glutaraldehyde [v/v], and 0.1 M phosphate buffer [0.2 M NaH_2_PO_4_; 0.2 M Na_2_HPO_4_] at pH = 7). The samples were vacuum infiltrated for 10–15 min and slowly shaken at room temperature for 1 h before three washes with MilliQ water. Samples were dehydrated by adding 1–2 mL of a graded series of ethanol (30%, 50%, 70%, 90%, 96% [v/v]) replacing the ethanol every 30–60 min. Dehydrated leaf samples were embedded following the Technovit 7100 plastic embedding system and shaped into a trapezoid with until the leaf tissue was visible in the middle. Sections of 10 µm were made using a Leica Om-U3 microtome and mounted on microscope slides supplemented with a drop of MilliQ water and the slides were dried on a heating plate (80°C). The sections were stained with 0.5% toluidine blue (v/v) for 30–60 s and washed thoroughly with MilliQ water. Images were taken and leaf thickness was measured using an Olympus fluorescent microscope BX50-WI.

### Fungal growth conditions and detached leaflets bioassays

*Botrytis cinerea* B05.10 was maintained on half strength potato dextrose agar medium (PDA ½, BD Difco) and cultivated for 2 weeks under natural daylight conditions at room temperature. The spore suspension was prepared according to Van Wees et al. (2013), but diluted to a lower, final concentration of 1.5 × 10^5^ spores mL^−1^ in half strength potato dextrose broth (PDB ½, BD Difco) prior to the inoculation, since this concentration allowed for good lesion development and resolution in scoring disease symptoms on tomato leaves upon infection. Bioassays were performed on detached tomato leaflets previously treated in WL or WL+FR for 5 d. The leaflets were placed in square Petri dishes onto Whatman filter soaked with 6 mL of tap water to avoid dehydration. The bioassays took place at 3 p.m. The adaxial side of the leaflets was drop-inoculated three to six times with 5 µL of spore suspension. Plates were sealed with PARAFILM M and incubated for 3 d in their respective light treatment conditions (WL or WL+FR). Pictures were taken 3 d post inoculation (dpi) and lesion areas were measured using the ImageJ software with the image processing package Fiji (Schindelin et al., 2012).

### ROS measurements

Tomato plants (4-week-old) were exposed to either WL or WL+FR for 4 d. On Day 5, leaf discs (Ø 0.4 cm) originating from the third leaf of each plant were floated on deionized water for approximately 8 h in either WL or WL+FR corresponding to the light treatment conditions at room temperature without shaking. Each leaf disc was placed in each well of a white flat-bottomed 96-well plate (Greiner LUMITRAC 200) onto 180 µL of deionized water mixed with 20 µL of 10X reaction mix (200-µM Luminol L-012 and 10-µg mL^−1^ horseradish peroxidase) with a final concentration of 20-µM Luminol and 1 µg mL^−1^ of peroxidase. The luminescence was quantified by using a GloMax luminometer (Promega). The background noise was measured for 15 min prior to adding 1-µM flg22 or 1% chitosan (w/v) (final concentrations) on the leaf discs. The luminescence was measured for ∼1 h by recording 34 cycles of 100 s (Albert and Fürst, 2017).

### Ion leakage

Three leaf discs (Ø 0.6 cm) originating from the third oldest leaf of each plants were rinsed in deionized water to remove attached electrolytes leftover from the cutting. The conductivity was measured with an electrical conductivity meter after 3 h of incubation in 10 mL of 400-mM mannitol and again after 20 min at 95°C. The electrolyte loss was calculated as a percentage of the total amount of electrolytes in leaf tissue indicated by the value measured after boiling.

### Chemical treatments

Five days after the start of the WL or WL+FR pretreatment, tomato leaflets from the third leaf were detached and immediately dipped for 10 s in a 50-µM or 100-µM MeJA (Sigma-Aldrich) or mock solution (0.1% EtOH v/v) supplemented with 0.1% Tween-20 (v/v) then placed into separate sealed Petri dishes. When performed on whole plants, the third leaf was sprayed with 100-µM MeJA or a mock solution (0.1% Tween-20 [v/v]). Hormone treatments started at 10 a.m. (ZT = 3) in either WL or WL+FR. For gene expression experiments, leaf material was sampled for every condition at 0 min, 15 min, and 4 h after the start of the MeJA treatment. For bioassays, detached MeJA-treated tomato leaflets were inoculated in WL conditions with *B.c.* spores 4 h after MeJA application. The same procedures and experiments were performed by using the JA biosynthesis inhibitor Jarin-1 (50 µM; Meesters et al., 2014).

For ethylene-related experiments, tomato leaflets from the third leaf were detached and placed in square Petri dishes containing two discs of Whatman filter paper soaked with tap water. Petri dishes were placed in separate transparent glass desiccators. Control plates were placed in a desiccator of which the lid was slightly opened to allow for air circulation. Ethylene treatments were performed by either replacing tap water by 6 mL of a 10-µM ACC (ethylene precursor) solution or by injecting gaseous ethylene (10 p.p.m.) in the desiccator. Ethylene inhibitor treatments were performed by injecting 1-MCP (10 p.p.m.) in the desiccator. All treatments lasted for 1 h prior to inoculation with *B.c.* spores as previously described.

### Ethylene quantification by gas chromatography

Tomato leaflets were detached from WL- or WL+FR-pretreated plants, weighed, carefully rolled and inserted in a 1-mL syringe. After 30 min, the gas contained in the syringe was injected into a gas chromatography device (Syntech Spectras GC955) to determine ethylene levels.

### RNA isolation and gene expression analysis

Leaf discs treated with either JA or mock solution were sampled for RNA isolation (three or four biological replicates per treatment) and ground with silica beads for 1 min in a tissue lyser. Stem tissues were ground by hand with a ceramic mortar and pestle. Samples were supplemented with 300 µL of cell lysis buffer (2% SDS w/v, 68-mM sodium citrate, 132-mM citric acid, and 1-mM EDTA) and incubated for 5 min at room temperature prior to adding 100 μL of protein/DNA precipitation buffer (4 M NaCl, 16-mM sodium citrate, and 32-mM citric acid) followed by 10 min of incubation on ice. Samples were centrifuged for 15 min at 13,000 rpm, while the supernatant was transferred to a new tube (300 µL) and supplemented with an equal volume of ice cold isopropanol. All tubes were centrifuged for 5 min at 13,000 rpm, and the pellet was washed with 300 µL of 70% ethanol (v/v). RNA pellets were air dried for 5 min before elution in 30-µL RNAse-free water. cDNA synthesis was carried out using RevertAid H minus Reverse transcriptase (Thermo scientific). Gene expression analysis was performed by RT-qPCR in a Viia7PCR device with 5-µL reaction mix containing SyberGreen Supermix (Bio-Rad). Tomato actin was used as a reference gene and fold change in expression were calculated based on 2^(^^−^^ddCt)^ (Livak and Schmittgen, 2001). Primer sequences used are displayed in Supplemental Dataset S3.

### Statistical analyses

Statistical analysis was performed by either a one-way ANOVA followed by Tukey’s post hoc test (*P* < 0.05) or Student’s *t* test (*P* < 0.05).

### Accession numbers

The RNA sequencing materials from this article can be found in the NCBI GEO data libraries under the accession number GSE157831. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157831).

## Supplemental data

The following materials are available in the online version of this article.

**Supplemental methods.** Methods used for supplemental data as well as for the RNA-sequencing time series bioassay, library preparation, and sequencing data analysis.

**Supplemental Figure S1.** LED light spectra used in this study.

**Supplemental Figure S2.** Effect of supplemental FR on lamina area, lamina dry weight and specific leaf area.

**Supplemental Figure S3.** Bioassay on whole plants exposed to WL or WL+FR.

**Supplemental Figure S4.** qPCR on *B.c.* genomic DNA in infected leaf tissue and mycelium growth assay in vitro.

**Supplemental Figure S5.** qPCR on WL+FR-regulated genes throughout the 5-d WL and WL+FR light pretreatment.

**Supplemental Figure S6.** Heatmap corresponding to the log_2_FC for the 131 genes significant for the three-way interaction (light*infection*time) in response to *B.c.* infection in either WL or WL+FR-pretreated plants.

**Supplemental Data Set S1.** RNA-sequencing sample description (metadata).

**Supplemental Data Set S2.** GO enrichment based on ANOVA (one, two, or three factors).

**Supplemental Data Set S3.** Primers used for conventional qPCR and qPCR on genomic DNA.

**Supplemental Data Set S4.** RNA-sequencing raw read counts.

**Supplemental Data Set S5.** RNA-sequencing normalized read counts.

**Supplemental Data Set S6.** Correlation value between all samples.

**Supplemental Data Set S7.** Log_2_ fold change, *P*-value and adjusted *P*-value per gene, per comparison and per timepoint.

**Supplemental Data Set S8.** GO enrichment per timepoint and per comparison.

## Supplementary Material

kiab354_Supplementary_Data Click here for additional data file.

# Supplementary material for: Mechanisms of far-red light-mediated dampening of defense against Botrytis cinerea in tomato leaves
**Source:** Plant Physiol. 2021 Jul 24;187(3):1250–66. doi: 10.1093/plphys/kiab354
**Supplement:** kiab354_Supplementary_Data

# Supplemental materials

## Supplemental methods

### Fungal growth assays *in vitro*

*In vitro* mycelium diameter measurements were performed by depositing a 5 µl droplet of  $1.5 \times 10^5$  spores ml<sup>-1</sup> solution onto PDA ½ plates. For biomass assays, a sterile mesh membrane was placed onto PDA ½ plates and soaked with 1 ml of  $1.5 \times 10^5$  spores ml<sup>-1</sup> suspension. For both experiments, plates were sealed and incubated for three days in standard growth chamber light at 20°C in long day conditions (16 hr day, 8 hr night;  $\sim 180 \mu\text{mol m}^{-2} \text{s}^{-1}$  PAR; R:FR = 1.8) with or without additional FR light ( $\sim 730 \text{ nm}$ , Phillips; R:FR = 0.2). The newly-grown mycelium diameter was measured by using a digital caliper. For biomass assays, the membranes were removed from the plates, dried and weighed. The mycelium biomass was calculated as the weight difference between day 3 and day 0.

### Bioassay and harvest for RNA-sequencing time series

Four-week-old tomato plants were pretreated in WL or WL+FR respectively and drop-inoculated 10 hours after dawn with a  $1.5 \times 10^5$  spores ml<sup>-1</sup> solution or a mock solution only containing PDB ½ medium. Each leaflet was placed in an individual round petri dish (9 cm) and the infection took place in WL conditions. Five leaf discs (ø0.5 cm) were collected at 0, 6, 12, 18, 24, and 30 hours post inoculation (hpi). A total of 95 samples corresponding to two treatment light conditions (WL and WL+FR), two infection conditions (*B. cinerea* and mock), following six time points with three to four replicates per samples were collected. Samples were snap-frozen in liquid nitrogen and kept at -80 °C until RNA isolation.

### RNA-sequencing library preparation

We prepared non-strand specific library according to Townsley et al. (2015) with modifications. Harvested leaf discs were finely ground with a tissue lyser (MM 400, Retsch) and resuspended in 400 µl of lysis/binding buffer (LBB; 100 mM Tris-HCl pH = 8, 1 M LiCl, 10 mM EDTA, 1% SDS, 5 mM DTT, 15 µl ml<sup>-1</sup> Antifoam A). LBB was supplemented with 5 µl ml<sup>-1</sup> β-mercaptoethanol right before use. The samples were bead beaten again for 2 x 30 sec and incubated at room temperature for 10 min before spinning 10 min at 13000 rpm. Total mRNA was isolated from 200 µl of lysate. 1 µl of 12.5 µM biotin-20nt-dT oligo primer (5'-

Biotin-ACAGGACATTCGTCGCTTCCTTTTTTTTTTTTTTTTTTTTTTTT-3') was added to the lysate and incubated for 10 min at room temperature before addition of 20 µl of washed streptavidin coated beads (New England Biolabs). The samples were placed on a Magwell® 96 well magnetic separator and the supernatant was discarded. The pellets were washed in 200 µl of Washing buffer A (WBA) containing 10 mM Tris-HCl, 150 mM LiCl, 1 mM EDTA and 0.1% SDS then with 200 µl of washing buffer B (WBB) corresponding to WBA without SDS. The bead pellets were washed one last time in low salt buffer (LSB) containing 20 mM Tris-HCl, 150 mM NaCl and 1 mM EDTA. The process was repeated another time to improve RNA purity. RNA fragmentation and cDNA priming were performed by mixing 1.5 µl of 5 X Thermo scientific RT buffer, 0.5 µl random primers (Invitrogen®) and 8 µl of RNA. The mixed reagents were placed in a thermocycler (25°C – 1 sec ; 94°C – 1.5 min ; 4°C – 5 min ; 4°C – hold). 5 µl of fragmented RNAs was added to the following reagents mixture 1.5 µl of 5X Thermo scientific RT buffer, 0.1 M DDT, 1 µl H<sub>2</sub>O, 0.5 µl 25 mM dNTPs and 0.5 µl RevertAid Reverse Transcriptase enzyme (Thermo scientific). The total reaction volume was 15 µl and was incubated in a thermocycler for reverse transcription of the first cDNA strand (25°C – 10 min, 42°C – 50 min, 50°C – 10 min 70°C – 10 min and 4°C - hold). The second strand synthesis was performed as follows with 1.5 µl H<sub>2</sub>O ; 0.4 µl 25nM dNTPs ; 1 µl PolI (Thermo scientific) ; 0.1 µl RNaseH (Biolabs) ; 0.4 µl End repair module (T4 Pol + PNK mix) ; 0.2 µl Taq polymerase and 1.4 µl End repair buffer. The total reaction volume of 10 µl was placed in a thermocycler following the program: 16°C – 20 min ; 20°C – 20 min ; 72°C – 20 min ; 4°C – hold. Non-strand specific universal primer adapters were prepared by mixing 8 µl of 100 µM PE1-lig primer (5'-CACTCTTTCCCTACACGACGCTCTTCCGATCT-3') and 8 µl of 100 µM 5'phosphorylated ILL-lig primer (5'-P-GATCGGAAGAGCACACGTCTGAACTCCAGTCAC-3') in 784 µl of H<sub>2</sub>O. The total volume was equally divided over a 8-well strip and followed the PCR program 94°C – 1 min ; (94°C – 10 sec) x 60 -1°C per cycle ; 20°C – 1 min ; 4°C – hold). cDNAs were cleaned up by a 5 min incubation at room temperature with 30 µl of XP Ampure beads (Beckman counter) and washed twice with 200 µl of 80% ethanol. The bead pellets were put to dry at room temperature on magnetic separator. Non-strand specific adapters were ligated onto cDNAs by adding 3 µl of annealed 1 µM universal primers on dry cDNA pellets. Once eluted, the cDNA/universal primers mix was supplemented with 7 µl the following reaction mix : 1.75 µl H<sub>2</sub>O ; 5 µl 2X Rapid T4 ligase buffer ; 0.25 µl DNA ligase (Biolabs) and let to sit for 15 min. 10 µl of 50 mM EDTA and 25 µl of ABR resuspension buffer (15% PEG 8000 ; 2.5 M NaCl) were added to the mix and let to incubate at room temperature for 5 min before placing it on

the magnetic tray. The bead pellets were washed twice with 200  $\mu$ l of 80% ethanol without resuspension. The samples were eluted in 22  $\mu$ l of 10 mM Tris-HCl and enriched by PCR. 5  $\mu$ l of each cDNA sample coupled with the universal adapters was supplemented with 0.5  $\mu$ l of the appropriate indexed enrichment oligo (see annex for enrichment oligo sequences) and 4.5  $\mu$ l of the following mix : 2  $\mu$ l 5X Phusion HF Buffer, 1.3  $\mu$ l H<sub>2</sub>O, 0.5  $\mu$ l PE1 primer (5'-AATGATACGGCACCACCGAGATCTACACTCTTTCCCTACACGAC-GCTCTTCCGATCT-3'), 0.5  $\mu$ l 8  $\mu$ M each S1 and S2 primers (S1: 5'-AATGATACGGCGACCACCGA-3' and S2: 5'-CAAGCAGAAGACGGCATACGA-3' respectively), 0.1  $\mu$ l of 25 mM dNTPs and 0.1  $\mu$ l Phusion polymerase. The mix followed the thermocycler program: 98°C - 30 sec, (98°C - 10 sec, 65°C - 30 sec, 72°C - 30 sec) x 11 cycles; 72°C - 5 min and hold at 10°C. The non-strand specific libraries were cleaned one last time to select for 350 bp molecules. The libraries were size-selected with 1.1 volumes of Ampure XP beads per samples and incubated at room temperature for 5 min before washing twice with 80% ethanol on magnetic rack. The final product was eluted in 10  $\mu$ l 10 mM Tris-HCl.

### RNA Sequencing and data analysis

All cDNA libraries were sequenced using 1 x 75 pb high output Illumina NEXTseq500. All 95 libraries were pooled as one sample and two sequencing runs were necessary to achieve minimally 3.000.000 mapped reads per library. The quality of the libraries was controlled with FastQC v0.10.1 (available online at: <http://www.bioinformatics.babraham.ac.uk/projects/fastqc>). Sequencing reads were mapped against the tomato reference transcriptome version SL3.0 with ITAG3.20 annotations ([https://solgenomics.net/organism/Solanum\\_lycopersicum/genome](https://solgenomics.net/organism/Solanum_lycopersicum/genome)) using STAR v2.4.2a (Dobin et al., 2013) and counted using HTSeq-Count 0.6.1p1 (Anders et al., 2015) (Supplemental dataset S3). Reads were normalized by their size factor via quantile normalization using the R package DESeq v1.18.0 (Supplemental dataset S4). 

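The size factors can be read back from the 2 deposited tables. In all 3397960 values compared, the normalized value equaled the raw count after multiplying by 1 constant per library, within a tolerance of 0.01 counts, so the values were scaled per library without a step that acts on single genes.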

Principal coordinate analyses were done in R 3.6.0 (R Core team, 2013). Differentially expressed genes were determined per timepoint using an ANOVA, with the model: gene expression ~ infection \* light treatment + replication. “Gene expression” is calculated per gene as the log<sub>2</sub> ratio of each observation of a gene with the mean expression of that same gene over all samples. “Infection” is the mock or *B. cinerea* treatment, and “light” is the control (WL) of pre-treatment with FR light. To calculate the differences between the four different treatments, TukeyHSD was used. All calculations were done in R 3.6.0 (R Core team, 2013). The p-values and effects were recorded for further investigation (Supplemental dataset S5 and S6). An FDR adjusted p-

value (BH method (Benjamini and Hochberg, 1995) of the `p.adjust()` function) was used to determine the number of genes significantly up or down regulated per timepoint. A p-value < 0.001 was used to select the differentially expressed genes for GO term enrichment. GO enrichment was done in R 3.6.0 (R Core team, 2013), using the hypergeometric test on the differentially expressed genes per time point. The GO term identifiers were obtained from solgenomics.net based on the tomato reference genome version SL3.0 with ITAG3.20 annotations. Clustering behind the heatmaps for GO-enrichments and DEGs were performed using heatmapr.ca with default settings (Supplemental dataset S7 and S8).

### **qPCR on *B. cinerea* genomic DNA**

*B. cinerea* genomic DNA was extracted from 3 infected leaf discs per samples, ground and incubated at 65°C for 45 min in 250 µl of DNA extraction buffer (EDTA 25 mM, Tris-HCl 250 mM, NaCl 250 mM and SDS 1%). The samples were supplemented with 250 µl of phenol-chloroform (PCI) and centrifuged for 7 min at full speed. The upper phase was transferred into a new tube and 250 µl of ice-cold isopropanol were added. Precipitated DNA was pelleted by spinning 7 min at full speed prior to 2 washes in EtOH 70%. The air-dried pellets were eluted in 100 µl of MilliQ water. All DNA samples were diluted to 5 ng µl<sup>-1</sup> and 15 ng µl<sup>-1</sup>. The qPCR was performed with SybrGreen Supermix (Bio-Rad) and specific primers (see supplemental data S1) in a Viia7 PCR machine. Amplification data were analyzed using the 2<sup>-ΔΔCt</sup> method (Livak and Schmittgen, 2001).

### **References**

- Anders S, Pyl PT, Huber W** (2015) HTSeq-A Python framework to work with high-throughput sequencing data. *Bioinformatics* **31**: 166–169
- Benjamini Y, Hochberg Y** (1995) Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. *J R Stat Soc Ser B* **57**: 289–300
- Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR** (2013) STAR: Ultrafast universal RNA-seq aligner. *Bioinformatics* **29**: 15–21
- Livak KJ, Schmittgen TD** (2001) Analysis of relative gene expression data using real-time quantitative PCR and the 2<sup>-ΔΔCT</sup> method. *Methods* **25**: 402–408
- Townsley BT, Covington MF, Ichihashi Y, Zumstein K, Sinha NR** (2015) BrAD-seq:

Breath Adapter Directional sequencing: A streamlined, ultra-simple and fast library preparation protocol for strand specific mRNA library construction. *Front Plant Sci* **6**: 1–11

## Supplemental figures

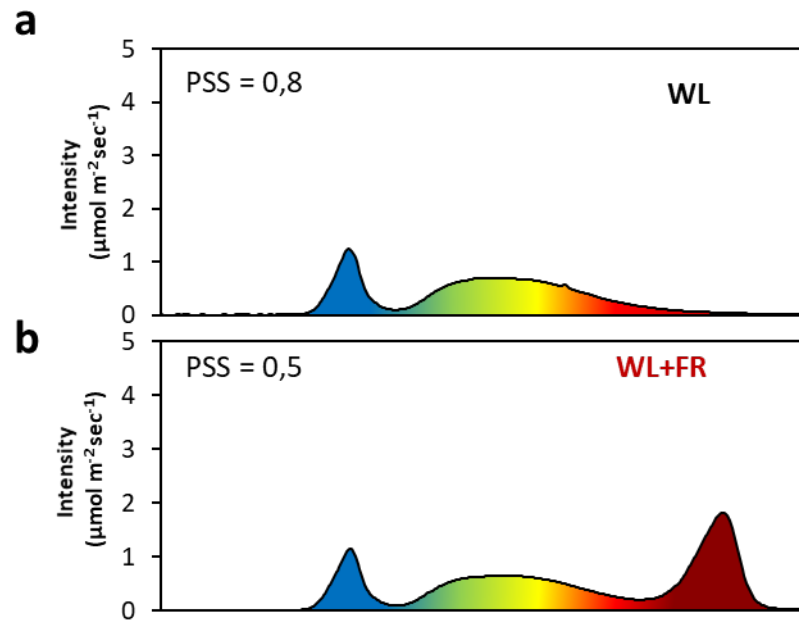

**Figure S1: LED light spectra used in this study.** Light (pre)treatments were either performed under white LEDs (WL) or WL supplemented with far-red LEDs (WL+FR). Spectra were measured using a JAZ spectrophotometer (Ocean Optics Inc., UK).

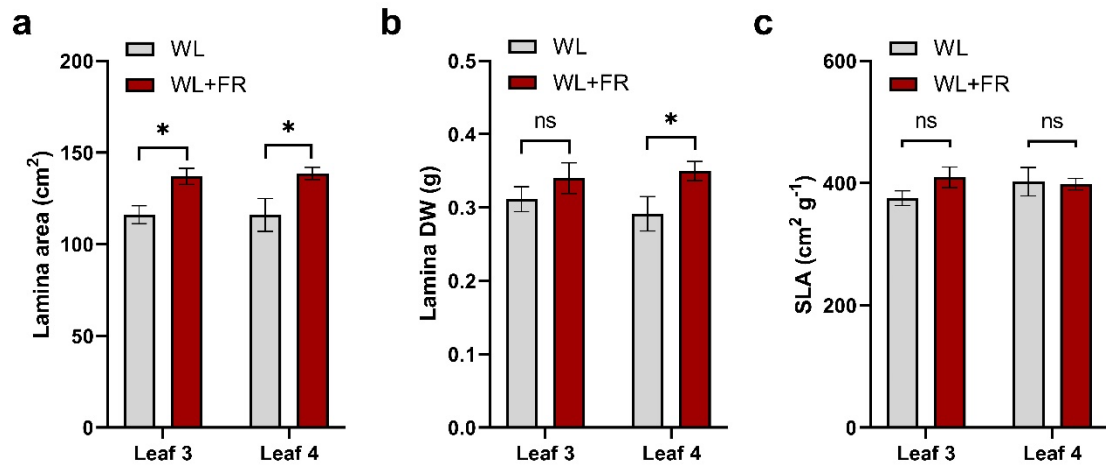

**Figure S2: Supplemental FR has only minor effects of leaf area and dry weight.** (a) Lamina area and (b) dry weight measurements on the third and fourth oldest leaf after five days of either WL or WL+FR exposure on whole tomato plants. Both parameters were used to determine the (c) specific leaf area of both leaves under the two light treatments. Data represent mean  $\pm$  SEM,  $n = 8$ . Asterisks represents significant differences according to Student's t-test ( $p < 0.05$ ). ns refers to a non-significant difference.

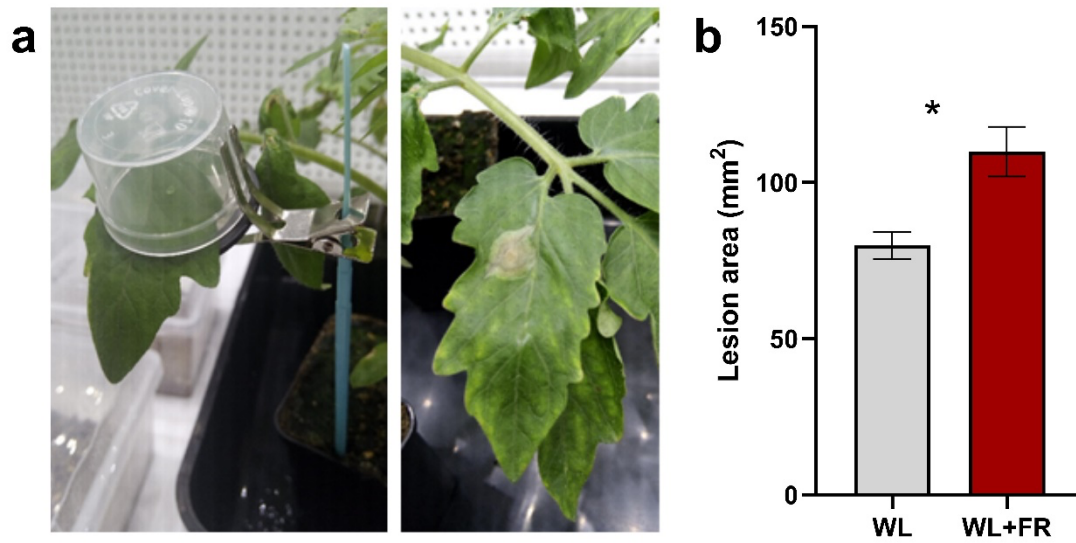

**Figure S3: FR-enriched light increases susceptibility in whole plants.** (a) Local high humidity was achieved by clipping a polyethylene terephthalate (PET) cup with rubber ring on the leaf to avoid wounding. (b) Disease rating on intact tomato leaflets after five days of WL and WL+FR light treatments inoculated with *B. cinerea* spores. Lesions were measured at 3 dpi with the ImageJ software. Data show mean  $\pm$  SEM and asterisk represents significant difference according to Student's t-test ( $p < 0.05$ ),  $n = 7 - 8$  plants per treatment.

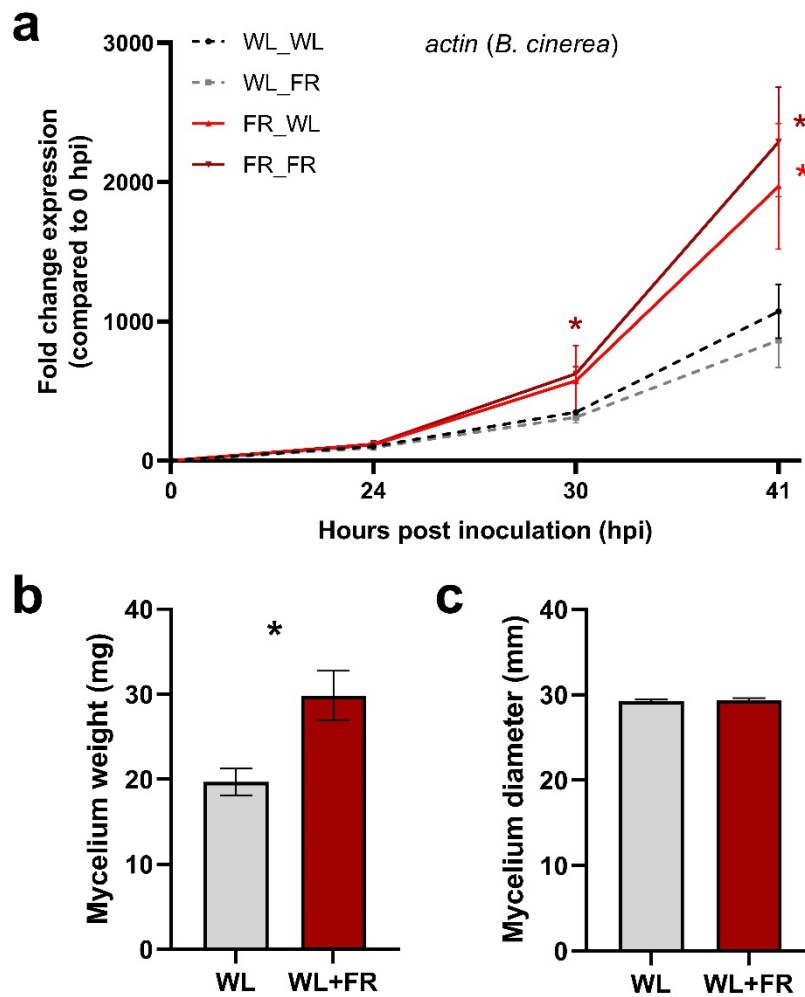

**Figure S4: Supplemental FR affects *Botrytis* growth *in planta* and *in vitro*.** (a) Quantitative real-time PCR (qPCR) on genomic DNA of *B. cinerea* (actin) relative to a tomato reference gene (elongation factor alpha) in WL or WL+FR-treated plant tissue after 0, 24, 30 and 41 hpi (hours post inoculation). The WL or WL+FR pretreatment was performed on whole plants prior to inoculation on detached leaflets. Asterisks represent significant differences according to a Student's t-test comparing each treatment to WL\_WL conditions per timepoint ( $p < 0.05$ ),  $n = 3$ . (b) Newly grown *B. cinerea* mycelium biomass and (c) diameter after three days of incubation in either WL or WL+FR conditions. Data represent mean  $\pm$  SEM. Asterisks represent statistical difference according to a Student's t-test compared to WL control conditions ( $p < 0.05$ ),  $n = 10$ .

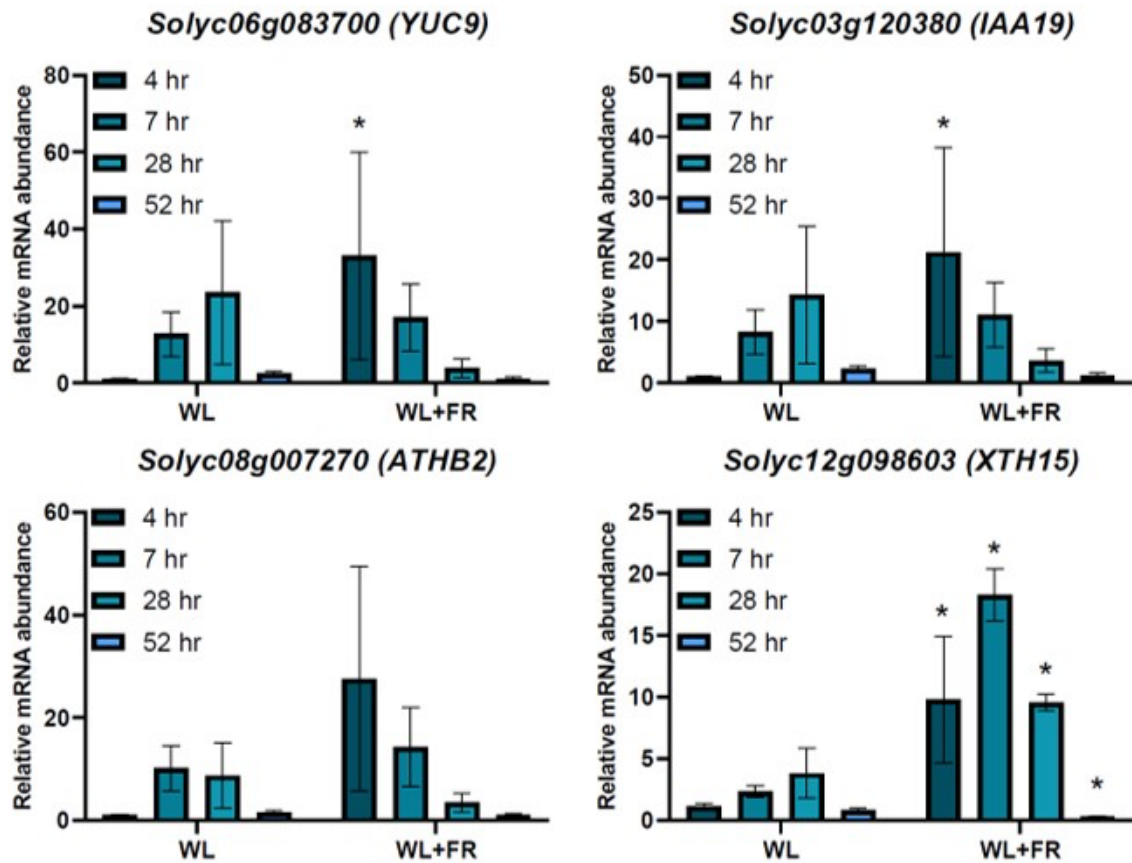

**Figure S5: WL+FR-pretreatment duration affects the expression of FR-responsive genes.** Quantitative real-time PCR (q-RT-PCR) on FR-regulated genes relative to a reference gene (Actin) in WL or WL+FR-treated stem tissue originating from the third internode between the second and third oldest leaf after 4, 7, 28, 52 hours after the start of the WL+FR pretreatment. pretreatment was performed on whole plants. Values are relative to the mean of the WL-treated samples at 4h. Asterisks represent significant differences according to a Student's t-test comparing WL+FR-treated samples to WL conditions for each timepoint ( $p < 0.05$ ),  $n = 5$ .

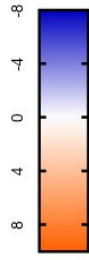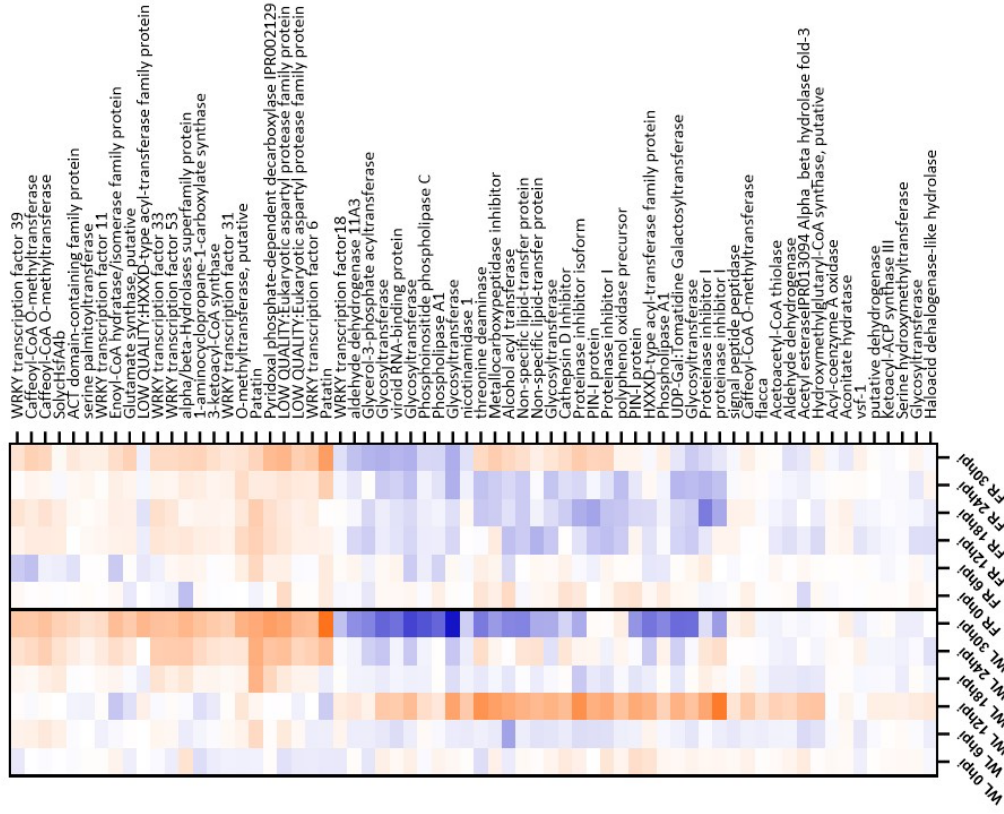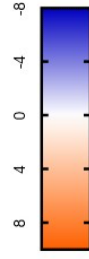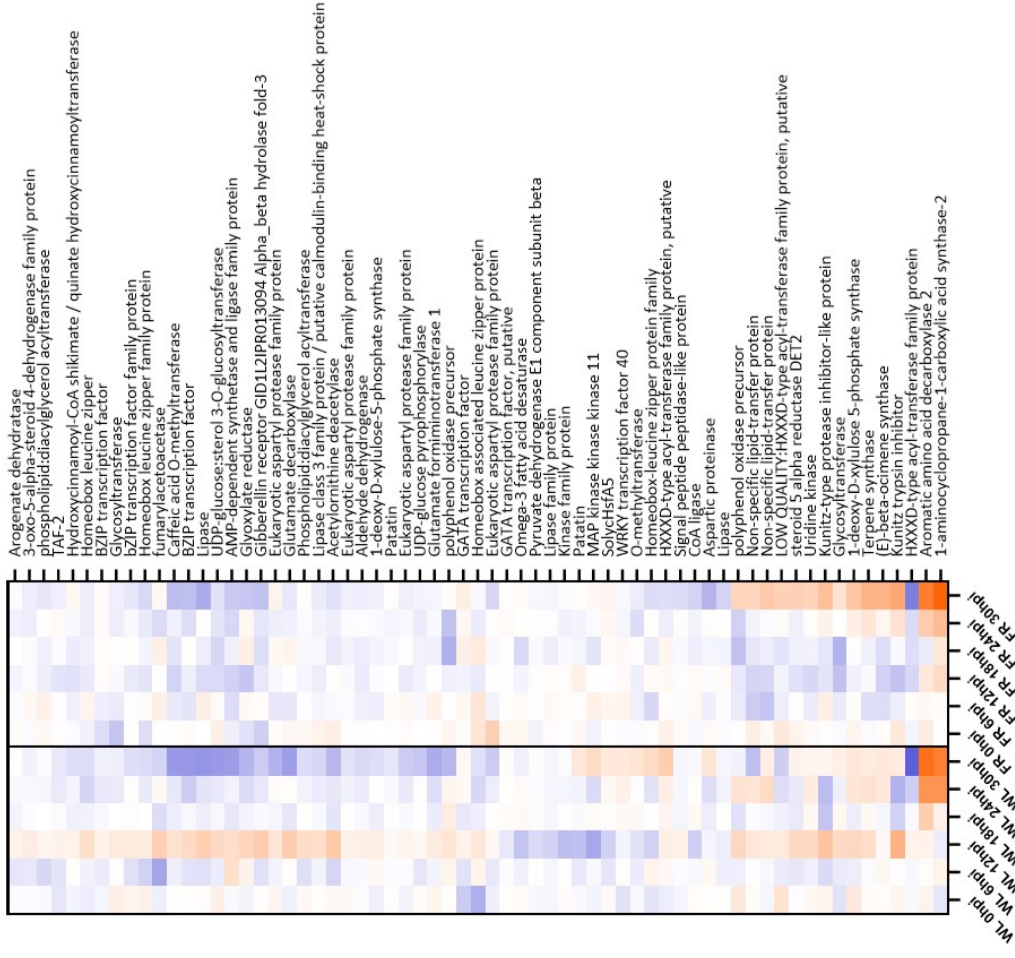

**Figure S6: Dynamics of expression of 3-way ANOVA light\*infection\*time.** Heatmap corresponding to the  $\log_2FC$  for the 131 genes significant for the 3-way interaction in response to *B. cinerea* infection after a 5-day in WL and WL+FR pretreatment and inoculation in WL at 0, 6, 12, 18, 24 and 30 hpi (hours post inoculation). Orange and blue colors represent the significantly up and downregulated genes, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

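The study has 95 libraries from detached tomato leaflets, in 24 groups of 2 pretreatments (WL or WL+FR), 2 treatments (mock or *B.c.*) and 6 time points, with 4 replicates per group and 3 in the smallest. The authors made the counts by mapping single reads of 75 nt with STAR 2.4.2a to what the supplement calls the tomato reference transcriptome SL3.0 with the ITAG3.20 annotation, and counting them per gene with HTSeq 0.6.1p1. They made the normalized signal values by dividing each library by its DESeq size factor, with DESeq 1.18.0, as deposited. The libraries were sequenced as 1 pool in 2 runs. For the WL mock replicate 4 libraries of 0 and 6 hpi the sample labels exchange the time points that the titles and Supplemental Data Set S1 give. The titles were followed. On the second principal coordinate of all libraries the one titled 0 hpi lay at −69.6 (the other libraries of 0 hpi −91.9 to −28.9) and the one titled 6 hpi at 43.9 (the others of 6 hpi 23.6 to 58.3), so each lay with the time point of its title. The exchanged labels were run as an alternative.

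Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling, filterByExpr on the groups of the time point, the quasi-likelihood test and the replicate number as an additive term, as in the paper's model. Calls are at a Benjamini-Hochberg adjusted p under 0.05 within each comparison and time point. The three-way interaction was tested in the same way over all libraries. Shares of variation came from a permutational multivariate analysis of variance on Euclidean distances of log2 CPM with a prior count of 2 and 100000 permutations. Principal coordinates used the same log2 CPM. GO lists were tested with fry of limma 3.58.1 on voom values, and with Fisher's exact test on the calls. Only terms whose members are fully listed in Supplemental Data Set S2 (321 of 439) could serve, and 16 of them that belong to Figures 4 and 6 were tested. Exact permutation tests of single genes used the log2 CPM of the libraries. The p-values of *PI* genes adjusted over the list alone were adjusted over the 6 genes and the time points of 1 comparison.

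Genes were named by a rule set before the data were examined, as were the tests and the alternatives except where stated. It takes every gene the paper names by identifier, and for each comparison of 2 groups with at least 100 calls the called gene with the largest rise and the largest fall among genes with an average log2 CPM of at least 5 that changed the same way in every pair of libraries with the same replicate number. Of 11 identifiers the paper names, 10 were in the count table and 1 was not matched. The following values are given only here. In infected leaflets the light effect was log2FC 13.5 for Solyc06g067980 at 6 hpi (2 against 15031 counts). Its call held in 10 of 15 fits with a library left out. At 12 hpi the effect was 4.09 for Solyc06g068130 (10 of 16) and −8.80 for Solyc03g098790 (9 of 16). In mock leaflets at 24 hpi it was 4.88 for Solyc04g072280 (14 of 16) and −2.36 for Solyc03g098780 (12 of 16). Values of the *PI* genes in the paper's Figure 8 had been seen. Gene families, and enzyme and clock genes chosen by description, were not analysed here.

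Each test was tried on simulated counts with 200 genes changed 4-fold. edgeR recovered 95% to 97% of them in the comparisons of 2 groups, 84.5% for the interaction and 43% for the three-way interaction. DESeq2 1.42.0 recovered 97%, the paper's ANOVA with Tukey's test, rerun on log2 of the values plus 1, recovered 75.5%, and the three-way ANOVA 35%. For a list of 50 raised genes limma's fry separated it from a list of 50 unchanged genes. The share of variation differed from that of vegan 2.7.1 by at most 8.5e-06%.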

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

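The tests of depth and of a wrong label for WL *B.c.* replicate 3 at 6 hpi, and the splits of the mock libraries of 24 hpi along the infection direction, were chosen only after the values were seen. In 242 groups and measures compared, 23 held a library far from the 3 others, 8 of 92 for measures of whole libraries and 15 of 150 for *PI* genes. Chance gives about 1 in 20.

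WL *B.c.* replicate 3 at 6 hpi lay far from its group in 3 measures. It had 11400 genes with a count (others 20475 to 21406), its 50 most abundant genes took 50.0% of its counts (others 19.4% to 24.2%), and its mean correlation with the libraries of 6 hpi was 0.511 (others 0.860 to 0.875). Its 965932 counts do not account for this, since the other 14 libraries of 6 hpi thinned to that number kept at least 19319 genes. A wrong label as the whole cause is argued against, since its correlation with the mean of any other group was at most 0.574 (0.544 with its own group), while the lowest of any other library with its own group was 0.813. A wrong label beside a poor library is not excluded by this. Without its 50 most abundant genes its correlation with its own group was 0.537, so a few abundant genes are not the whole of it. A library made from little or degraded RNA was not tested and stays open, and no biological explanation was tested.

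Other libraries lay apart in 1 measure each. WL+FR *B.c.* replicate 4 at 0 hpi had 21041 genes with a count (others 20473 to 20559). WL *B.c.* replicate 2 at 12 hpi had a mean correlation with its time point of 0.876 (others 0.933 to 0.938), and WL+FR mock replicate 3 at 18 hpi of 0.906 (others 0.946 to 0.952). The 50 most abundant genes took 13.1% in WL+FR mock replicate 3 at 24 hpi (others 9.41% to 9.62%). WL *B.c.* replicate 4 at 30 hpi had 1681184 counts (others 2079700 to 2138664). No explanation was tested for these. Without WL+FR *B.c.* replicate 4 at 0 hpi the 11 light calls in infected leaflets became 2. Without WL+FR mock replicate 3 at 18 hpi the infection calls became 5 after WL (from 2) and 2 after WL+FR (from 68). Without WL *B.c.* replicate 4 at 30 hpi the light calls became 0 in mock (from 1) and 10 in infected leaflets (from 6).

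Among *PI* genes, Solyc09g083440 had 1252 CPM in WL mock replicate 4 at 12 hpi (others 26.5 to 39.7) and 5.45 CPM in WL+FR mock replicate 3 at 0 hpi (others 1.03 to 1.29). Solyc09g084450 had 73.7 CPM in WL+FR *B.c.* replicate 2 at 12 hpi (others 250 to 277), Solyc09g089520 163 CPM in WL mock replicate 2 at 6 hpi (others 11.0 to 15.8), and Solyc09g089540 0.891 CPM in WL+FR *B.c.* replicate 4 at 30 hpi (others 40.3 to 71.7). The remaining values rest on 3 counts or fewer. Solyc09g084460 had 0.717 CPM in WL *B.c.* replicate 4 at 30 hpi, 0.454 in WL mock replicate 4 at 0 hpi, 0.422 in WL+FR *B.c.* replicate 4 at 0 hpi, 0.409 in WL+FR *B.c.* replicate 1 at 24 hpi and 1.49 in WL+FR mock replicate 3 at 0 hpi, with the others at 0. Solyc09g089520 had 0.611 CPM in WL+FR *B.c.* replicate 2 at 0 hpi (others 0), 0 in WL mock replicate 1 at 30 hpi (others 0.807 to 1.03) and 0 in WL+FR mock replicate 3 at 24 hpi (others 0.415 to 0.471). Solyc09g089530 had 0.465 CPM in WL+FR mock replicate 3 at 24 hpi and 0.351 in WL+FR mock replicate 1 at 30 hpi, with the others at 0. No explanation was tested for single libraries.

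The infection effect differed between the pretreatments at 12 hpi, with 1953 genes, 4 *PI* genes and 6 GO lists called for the interaction. Of 100 regroupings 2 gave as many as the 1953 calls, the other of them 3215. These regroupings exchanged light labels within mock and within infected libraries, which removes the light effect as well. They cannot tell an interaction from a light effect, so chance is not excluded for the interaction alone. The WL mock libraries of 12 hpi stand apart from the 3 other groups, and every comparison with them carries this. Depth is argued against, since 5485 light calls in mock leaflets were made with every library thinned to 1840866 counts. Without the 50 genes with the most counts there were 5812. None of the 4 libraries (0) was nearer to another time point than to the other groups of 12 hpi, which argues against labels from another time point. A lag of these leaflets along the course from 6 to 12 hpi is argued against by r = −0.215. With the change from 12 to 18 hpi in WL+FR mock leaflets r was 0.120, so leaflets further along in time are not excluded. Chance values of shared libraries are argued against, since r of the light and infection effects was at least 0.647 with separate WL mock libraries. For the infection effect after WL at 12 hpi, an early start of the response seen later is argued against as the main part. Its r with the infection effects of 24 and 30 hpi was at most 0.172, while that of the infection effect after WL+FR at 12 hpi was 0.392 to 0.515. The WL mock libraries that stand apart enter the effect after WL and can lower r. A smaller early response after WL is therefore not excluded. For the infection effect after WL+FR an early start stays open. A response that light and infection share at 12 hpi also stays open and was not tested. For the 6 *PI* genes, low WL mock values and a response to infection cannot be told apart. The WL *B.c.* mean lay above both WL+FR groups in 6 of 6, but the paper chose these genes on these samples.

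At 24 hpi 82 genes were called for the interaction, and 3 of 100 such regroupings gave as many, 1 of them 519. These too removed the light effect, so chance is not excluded for the interaction alone. With each library left out the count ran from 9 without WL+FR mock replicate 4 to 504 without WL mock replicate 2. A delay of the response after WL+FR as the whole cause is argued against, because mock leaflets themselves differed by 0.29 (median log2, 0.286 before rounding) along the infection direction. In log2 CPM this median was the largest of 35 splits of the mock libraries, by a small margin (0.274 against 0.266), and chance cannot be excluded for the count of light calls there (3 of 35), so the argument is weak. A delay beside a light effect in mock leaflets stays open. Over all time points 854 genes were called for the three-way interaction, and 16 without the 12 hpi libraries. On 3000 of the genes the real grouping gave 144 calls and the next of 30 groupings 85 (1 of 30 gave as many). These groupings also exchanged light labels, so they do not exclude chance for the three-way interaction alone. A difference between the pretreatments in how leaflets respond remains open as the biological explanation.

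Light differences between infected leaflets, which Figure 3 does not show, were called for 455 genes at 6 hpi, 443 at 12 hpi and 277 at 24 hpi, and chance can be excluded for each (1 of 35 splits). At 6 hpi the effects with and without *B.c.* had r = 0.774 in separate libraries, which argues against chance values of 1 group.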

How the results depend on the processing

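The ANOVA with WL *B.c.* replicate 3 at 6 hpi left out was chosen only after its values were seen. No called log2FC of a named gene and no median of a called GO list reversed its direction under an alternative run for it, and the directions of other genes were not followed. Log2FC that were not called changed sign, such as the light effect on Solyc09g089530 in mock leaflets at 12 hpi (log2FC 1.07, and −0.51 without WL+FR mock replicate 1). Scaling with RLE size factors kept all 31 counts within 1.5 times, and its largest shift of a median log2FC from TMM was 0.0618. Some large counts stayed within 1.5 times when each library was left out. For light in mock leaflets at 12 hpi they ran from 4541 to 6863 with each library left out, for infection after WL from 2687 to 4461 at 12 hpi, 1561 to 2693 at 24 hpi and 6149 to 8159 at 30 hpi, and for infection after WL+FR at 30 hpi from 4186 to 6701. For the results below that changed, the cause was not tested.

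The replicate numbers are not shown to pair the samples. Libraries with the same number had a mean r between −0.0151 and 0.0544 within 5 of the time points. At 6 hpi it was 0.122, against −0.0379 for other numbers, with 10 of 21 pairs above 0.1 and the highest at 0.701, so pairing is least excluded there. No replicate block gave, for light in mock leaflets, 11 calls at 0 hpi and 3 at 30 hpi, for infection after WL 0 at 0 hpi and 15 at 18 hpi, and for infection after WL+FR 2 at 6 hpi. It gave 36, 57, 9 and 0 for light in infected leaflets at 0, 6, 18 and 30 hpi, 143 for the interaction at 24 hpi, and 3 *PI* genes for light in mock leaflets at 24 hpi. GO lists called were 0 for light in mock leaflets at 30 hpi, 1 each for infection after WL and WL+FR at 18 hpi, and 1 and 0 for light in infected leaflets at 12 and 30 hpi. With a replicate block, light took 13.4% at 0 hpi and 11.0% at 18 hpi, and the interaction 8.46% at 24 hpi.

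No filter gave 16 and 4 calls for light in mock leaflets at 0 and 30 hpi, 8 and 22 for infection after WL at 0 and 18 hpi, 1 for infection after WL+FR at 6 hpi, and 65, 9, 438 and 34 for light in infected leaflets at 0, 18, 24 and 30 hpi. The interaction had 185 at 24 hpi and 1 at 30 hpi, light took 9.84% of the variation at 0 hpi, and *PI* genes called were 4 for light in mock leaflets and 1 for infection after WL+FR at 24 hpi.

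DESeq2 gave 61, 3987, 37, 451 and 67 calls for light in mock leaflets at 0, 6, 18, 24 and 30 hpi, 69, 31 and 82 for infection after WL at 0, 6 and 18 hpi, and 5, 20, 391 and 286 for infection after WL+FR at 0, 6, 12 and 18 hpi. For light in infected leaflets it gave 138, 2666, 712, 52, 474 and 177 from 0 to 30 hpi, and for the interaction 9, 3, 247 and 129 at 6, 18, 24 and 30 hpi. *PI* genes called were 5 and 4 for light in mock leaflets at 12 and 24 hpi, 1 for infection after WL+FR at 18 hpi and 4 for light in infected leaflets at 6 hpi.

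ANOVA and Tukey on the deposited normalized values gave 3, 57, 2164, 1 and 1 calls for light in mock leaflets at 0, 6, 12, 18 and 24 hpi, 2, 919, 1, 830 and 3388 for infection after WL at 0, 12, 18, 24 and 30 hpi, and 2, 2, 0, 77 and 2094 for infection after WL+FR at 6, 12, 18, 24 and 30 hpi. For light in infected leaflets it gave 0, 3, 11, 0, 1 and 2, and for the interaction 2, 2, 807, 1, 3 and 3, from 0 to 30 hpi. The sums were 5140 and 2175. It called 0 *PI* genes in the 7 comparisons from 6 to 24 hpi where edgeR called any. With WL *B.c.* replicate 3 left out as well, light in mock leaflets at 6 hpi had 493 calls, infection 2 after WL and 2 after WL+FR, light in infected leaflets 5 and the interaction 4, with 0 *PI* genes for light in mock leaflets. The three-way ANOVA called 147 genes, and without the 12 hpi libraries edgeR called 16.

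The time points of the sample labels, which the principal coordinates do not bear out, gave 0 calls for infection after WL and 0 for light in infected leaflets at 0 hpi, 68 for light in infected leaflets at 6 hpi, and 0 *PI* genes for light in mock leaflets at 6 hpi. Camera with estimated correlation called 0 lists in the 17 comparisons where fry called any. Gene families were not run, with either set test.

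With each library left out in turn, light in mock leaflets had 0 to 25 calls at 0 hpi, 436 to 3813 at 6 hpi, 0 to 7 at 18 hpi, 13 to 1090 at 24 hpi and 0 to 2 at 30 hpi. At 6 hpi it was 728 and 481 without WL mock replicates 1 and 2, 729 without WL mock replicate 4 and 541 without WL+FR mock replicate 2. Infection after WL had 0 to 4 at 0 hpi and 0 to 21 at 18 hpi. Infection after WL+FR had 0 to 3 at 6 hpi, 8 to 752 at 12 hpi, 2 to 111 at 18 hpi and 671 to 2147 at 24 hpi, with 671 without WL+FR *B.c.* replicate 4, 875 without WL+FR *B.c.* replicate 3 and 1043 without WL+FR mock replicate 3. Light in infected leaflets had 1 to 84 at 0 hpi, 0 to 1883 at 6 hpi, 121 to 851 at 12 hpi, 0 to 9 at 18 hpi, 45 to 820 at 24 hpi and 0 to 324 at 30 hpi, the last without WL+FR *B.c.* replicate 4. The interaction had 1059 to 2092 at 12 hpi, 9 to 504 at 24 hpi and 0 to 98 at 30 hpi. The three-way interaction had 8 to 741 with each replicate number, rather than each library, left out.

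The size of the infection effect after WL+FR relative to WL ran from 0.270 to 0.476 at 12 hpi, 0.683 to 0.856 at 24 hpi and 0.801 to 0.925 at 30 hpi. The share of light ran from 9.88% to 13.3% at 0 hpi and 8.02% to 11.3% at 18 hpi, that of infection from 11.4% to 14.6% at 18 hpi, and that of the interaction from 7.29% to 10.1% at 24 hpi. *PI* genes called ran from 0 to 4 at 6 hpi, 1 to 5 at 12 hpi and 0 to 3 at 24 hpi for light in mock leaflets, from 0 to 1 at 18 and at 24 hpi for infection after WL+FR, and from 0 to 3 at 12 hpi and 2 to 6 at 24 hpi for light in infected leaflets. Of 2954 log2FC of named genes, 2785 kept their side of the threshold, 36 passed it and 133 fell short of it. Of 1222 medians of called GO lists with a library left out, 899 stayed within the SD of those medians and 323 moved further. Totals of 888887 to 3120383 counts limit which genes with few counts can be tested. At 0 hpi 5 of the 6 *PI* genes were below the filter, with at most 7 counts in a library, while all 6 were tested at 6 hpi, where the group medians of the totals (1864400.5 to 2237394.5) were near those of 0 hpi (1820930 to 2094052).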

Differences from the paper's values

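The ANOVA with WL *B.c.* replicate 3 at 6 hpi left out was chosen after the values were seen, and the principal coordinates of separate sets were not among the alternatives set before. At 0 hpi the paper gives 15 genes up and 23 down in WL+FR mock leaflets, against 0 and 1 here. Among the alternatives set before the data were examined, the up count is within 1.5 times without WL *B.c.* replicate 1 (12) and the down count with DESeq2 (34), and under no others. At 6 hpi the paper's Fig. 3C shows about 2300 up and about 2400 down, read by eye, against 353 and 1003. DESeq2 (2000 and 1987) and leaving out WL *B.c.* replicate 3 (1674 and 2139) close both gaps, and no other alternative does.

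For infection after WL, the paper's Fig. 3D shows about 570 up and about 800 down at 12 hpi, read by eye, against 2025 and 1978. ANOVA and Tukey on the deposited normalized values closes the gap for the down count (560), and no alternative closes it for the up count. At 24 hpi it shows about 1000 up and about 160 down, against 1594 and 660. For the up count ANOVA and Tukey (742) and leaving out any of 7 libraries (1230 to 1469) close the gap, and none does for the down count. At 30 hpi it shows about 1400 down, against 3982, and ANOVA and Tukey alone (987) closes the gap. For infection after WL+FR, the paper's Fig. 3E shows about 190 up at 24 hpi, read by eye, against 970, which no alternative closes. At 30 hpi it shows about 1600 up and about 1100 down, against 3201 and 2716. ANOVA and Tukey (1532) closes the gap for the up count and leaving out WL+FR *B.c.* replicate 2 (1645) for the down count.

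The paper gives 6511 DEGs after WL and 2944 after WL+FR, without saying whether they are sums over time points. The sums here were 13880 and 7731, from 10116 and 6292 different genes. Among the sums, ANOVA and Tukey (5140 and 2175) is the only alternative that closes these gaps. The paper gives 131 genes for the three-way interaction, against 854, and the three-way ANOVA on the deposited normalized values (147) closes the gap. The paper's Fig. 3B shows about 55% and about 33% on the first 2 axes, read by eye, against 30.5% and 17.4% for all libraries. It prints 1 pair of axes over 4 panels, and its legend says that the analysis was separated per treatment. In the separate sets the axes held 27.4% and 19.4% for WL, 36.9% and 20.5% for WL+FR, 35.8% and 17.6% for *B.c.*, and 35.1% and 13.0% for mock, and only the first axis for WL+FR is within 1.5 times. The paper's supplement gives at least 3000000 mapped reads per library, against a smallest total of 888887 counts on genes, a narrower measure. No alternative was set before the data were examined for the axes or the reads.

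The paper places the onset of the response after WL+FR at 24 hpi, while 168 genes were called at 12 hpi and 68 at 18 hpi. With ANOVA and Tukey these were 2 and 0. The paper describes a rise of chitin-related processes after WL but not after WL+FR. The chitin binding list rose after WL at 30 hpi (median log2FC 4.37) and also after WL+FR at 12 hpi (1.02) and 30 hpi (2.04). At 18 and 24 hpi it was called after WL and not after WL+FR, as the paper describes. The paper describes Solyc02g090970 as upregulated in WL plants alone. At 24 hpi it was called after WL (log2FC 2.07) and not after WL+FR (0.96), and at 30 hpi it was called after both (5.12 and 4.07). The paper counts the 6 *PI* genes among those with a three-way interaction, and edgeR called 3 of them. Which *PI* genes the three-way ANOVA calls was not tabulated.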

Other observations

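The test of infected material in single WL+FR mock libraries at 24 hpi was chosen only after the result was seen. All 4 of these libraries lay above every WL mock library in the genes induced at 30 hpi, which argues against infected material in single libraries. Infected material in all 4 was not tested and stays open, beside a light effect on these genes.

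Whether chance can be excluded for the counts of genes was read from other splits of the same libraries. It can for light in mock leaflets at 6 and 12 hpi, for infection after WL at 12, 24 and 30 hpi and for infection after WL+FR at 12, 18, 24 and 30 hpi, where 1 of 35 splits, the real 1, gave as many. It cannot for light in mock leaflets at 0 and 24 hpi (3 of 35 each) and 30 hpi (2), infection after WL at 0 hpi (5) and 18 hpi (4), or light in infected leaflets at 0 and 18 hpi (3 each) and 30 hpi (2). Where edgeR called 0 genes no split was refitted, since any split gives at least 0, so all of the 35, or of the 100 for the interaction, count as giving as many.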
